# Genome-Wide Double-Stranded RNA Sequencing Reveals the Functional Significance of Base-Paired RNAs in *Arabidopsis*

**DOI:** 10.1371/journal.pgen.1001141

**Published:** 2010-09-30

**Authors:** Qi Zheng, Paul Ryvkin, Fan Li, Isabelle Dragomir, Otto Valladares, Jamie Yang, Kajia Cao, Li-San Wang, Brian D. Gregory

## Abstract

The functional structure of all biologically active molecules is dependent on intra- and inter-molecular interactions. This is especially evident for RNA molecules whose functionality, maturation, and regulation require formation of correct secondary structure through encoded base-pairing interactions. Unfortunately, intra- and inter-molecular base-pairing information is lacking for most RNAs. Here, we marry classical nuclease-based structure mapping techniques with high-throughput sequencing technology to interrogate all base-paired RNA in *Arabidopsis thaliana* and identify ∼200 new small (sm)RNA–producing substrates of RNA–DEPENDENT RNA POLYMERASE6. Our comprehensive analysis of paired RNAs reveals conserved functionality within introns and both 5′ and 3′ untranslated regions (UTRs) of mRNAs, as well as a novel population of functional RNAs, many of which are the precursors of smRNAs. Finally, we identify intra-molecular base-pairing interactions to produce a genome-wide collection of RNA secondary structure models. Although our methodology reveals the pairing status of RNA molecules in the absence of cellular proteins, previous studies have demonstrated that structural information obtained for RNAs in solution accurately reflects their structure in ribonucleoprotein complexes. Furthermore, our identification of RNA–DEPENDENT RNA POLYMERASE6 substrates and conserved functional RNA domains within introns and both 5′ and 3′ untranslated regions (UTRs) of mRNAs using this approach strongly suggests that RNA molecules are correctly folded into their secondary structure in solution. Overall, our findings highlight the importance of base-paired RNAs in eukaryotes and present an approach that should be widely applicable for the analysis of this key structural feature of RNA.

## Author Summary

At the heart of RNA functionality, maturation, and regulation is the formation of intricate secondary structures that are dependent on specific nucleotide base-pairing interactions encoded within their sequences. These interactions can either be within (intra-molecular) or between (inter-molecular (heteroduplex)) RNA molecules. Although it is clear that secondary structure is abundantly important for the functionality and regulation of RNAs, comprehensive base-pairing interaction data are completely lacking for the majority of these molecules. To address this, we have developed a new approach for studying the base-pairing interactions of RNA molecules by marrying classical nuclease-based structure mapping techniques with high-throughput sequencing technology. We have used this approach to identify known and novel substrates of the base-paired RNA producing enzyme RNA–DEPENDENT RNA POLYMERASE6, reveal conserved functionality within introns and both 5′ and 3′ untranslated regions (UTRs) of mRNAs, uncover a novel population of functional RNAs, and produce a genome-wide collection of RNA secondary structure models by identifying the base-pairing interactions within each RNA molecule. Our findings demonstrate that our methodology should be widely applicable for the identification and analysis of base-paired RNAs in all biological organisms.

## Introduction

Recent discoveries reveal that RNAs perform a variety of tasks—ranging from the regulation of gene expression (e.g. small RNAs (smRNAs), and riboswitches) to catalytic activities (e.g. group I self-splicing introns)—and indicate that this functionality is intimately linked to their three-dimensional structure [1]–[5]. Correct secondary structure is also central to the proper regulation and maturation of RNA molecules [2], [3], [6], [7]. RNAs fold into their three-dimensional structures through specific base-pairing interactions (double-stranded RNA (dsRNA)) that are encoded within their sequence [2], [3], [6], [7]. These interactions can either be within (intra-molecular) or between (inter-molecular (heteroduplex)) RNA molecules. Although it is clear that secondary structure is abundantly important for the functionality and regulation of RNAs, comprehensive base-pairing interaction data are completely lacking for the majority of these molecules [3].

The recent discovery that RNA silencing pathways play a significant role in gene regulation has brought attention to a vast evolutionarily conserved post-transcriptional regulatory network dependent on self and foreign base-paired RNAs (dsRNAs) [8]–[10]. In RNA silencing, production of heteroduplex dsRNA or self-complementary fold-back structures gives rise to smRNAs through the activity of DICER or DICER-LIKE (DCL) RNase III-type ribonucleases [9]–[12]. In eukaryotes, smRNAs consist of microRNAs (miRNAs) and several classes of endogenous small interfering RNAs (siRNAs), which are differentiated from one another by their distinct biogenesis pathways and the classes of genomic loci from which they arise [8]. These smRNAs are the sequence-specific effectors of RNA silencing, and direct the negative regulation or control of genes, repetitive sequences, viruses, and mobile elements through inter-molecular base-pairing interactions [13], [14]. Overall, base-paired RNAs are at the core of both the biogenesis and function of all eukaryotic small silencing RNAs, emphasizing the importance of base-paired RNA in regulating gene expression.

In plants and several other organisms, there are numerous classes of endogenous and exogenous siRNAs that are processed from long dsRNA molecules synthesized by an RNA-dependent RNA polymerase (RDR) [8]–[10], [15]. The first RDR to be functionally identified as an RNA silencing pathway component in *Arabidopsis thaliana*, was RDR6 [16], [17]. RDR6 was initially uncovered due to its ability to utilize aberrant RNAs produced by transgenes as substrates for dsRNA synthesis [16]–[18]. These dsRNA molecules are subsequently converted by DCL4 into siRNAs that silence the transgenes [19]–[23]. More recently, RDR6 has been demonstrated to function in the biogenesis of endogenous smRNA populations [8], [20], [24]–[26]. One example is trans-acting siRNAs (tasiRNAs), which are processed from regions of non-coding RNAs known as *TRANS-ACTING siRNA* (*TAS*) transcripts [20], [25]–[27]. Biogenesis of tasiRNAs is initiated by siRNA or miRNA-mediated cleavage of the *TAS* transcript [20], [25]–[27]. The cleaved *TAS* transcript is then converted by RDR6 to dsRNA [20], [25]–[27], which is subsequently cleaved by DCL4 into phased 21 nucleotide (nt) siRNAs [20]–[23], [28].

Here, we describe a novel, genome-wide, high-throughput sequencing-based method, which we term dsRNA-seq, that can specifically interrogate base-paired (dsRNA) RNA molecules, and use this approach to identify and characterize ∼200 novel, smRNA-producing substrates of the dsRNA-synthesizing enzyme RDR6. Additionally, we find that mRNAs encoding proteins with functions in nucleic acid-based processes have a tendency to be highly structured. Making use of a seven-way comparative genomic approach, we demonstrate that the dsRNA-seq methodology can identify functionally conserved portions of UTRs (3′ and 5′), introns, transposable elements, as well as novel, structured RNA molecules throughout the *Arabidopsis* genome. Finally, we exploit the ability of dsRNA-seq to capture intra-molecular base-pairing interactions to produce mRNA secondary structural models on a genome-wide scale.

## Results/Discussion

### A novel approach to interrogate the dsRNA component of the *Arabidopsis* transcriptome

To obtain a transcriptome-wide view of base-paired RNA (dsRNA) in unopened flower buds of *Arabidopsis thaliana* Col-0 ecotype (hereafter referred to as wild-type Col-0), we married classical nuclease-based structure mapping techniques [29], [30] with high-throughput sequencing technology (see Figure S1A, and Materials and Methods for details). We characterized the dsRNA component of the *Arabidopsis* transcriptome after one round of ribosomal RNA (rRNA)-depletion, and obtained 15,499,789 raw reads representing 4,802,974 non-redundant (NR) sequences with an average clone-abundance of 3.2 (Accession #: GSE23439). 

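For dsRNA-seq, RNA from unopened flower buds of wild-type Col-0 plants was pooled from 3 biological replicates, depleted of rRNA in 1 round, treated with a single-strand specific ribonuclease, fragmented and sequenced with its strand kept, which gave 1 library. Every other condition of the study also has 1 library, so that 5 libraries stand for 5 conditions and no difference between them has a replicate check. The paper's 15499789 raw reads compare with 10294611 reads, on 1636250 non-redundant sequences, in the processed counts that the authors deposited. The authors collapsed the reads to non-redundant sequences, trimmed the 3′ adapter where it was found, aligned the sequences to the TAIR9 genome, and deposited the read count, the length and all genomic locations of each sequence that mapped. Of the mapped reads, 2317892 had 1 location. Mapped reads were 17 to 38 nt long, and 46.5% of them were 38 nt. From there, each read was counted at every location listed for it, and classes, strands, covered bases and clusters were computed from these counts. Genes came from the TAIR10.1 reference for the nuclear chromosomes and the chloroplast, and reads with mitochondrial locations only were left unclassified because the mitochondrial sequence of that reference differs from TAIR9. All intervals on shares are 95% Wilson intervals. These intervals, and the limit of 3 counts used where a library has no read, cover counting error only.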

(The size distributions for this dataset can be seen in Figure S3A.)

As expected, we found that the majority of our dsRNA sequencing reads corresponded to highly structured classes of RNA molecules (e.g., rRNA, tRNA, snoRNA, snRNA, etc.), smRNA-producing loci (e.g., miRNAs), and repetitive elements (e.g., transposons) (Figure 1A). 

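Each mapped read of the 1X library was given a single class over all of its locations, in the order rRNA, tRNA, snRNA, snoRNA, miRNA, other non-coding RNA, protein-coding gene, pseudogene and no annotated gene. In the annotation used, transposable elements have no class of their own and many are listed as pseudogenes. Ribosomal RNA genes took 44.1% of the reads (interval 44.0–44.1%), tRNA genes 19.6%, other non-coding RNA genes 14.4%, snoRNA genes 2.74%, miRNA genes 0.488% and snRNA genes 0.319%. Pseudogenes took 2.06%, 7.00% of the reads lay in no annotated gene, and 1.32% had mitochondrial locations only. The 25S rRNA genes are missing from the annotation, and with the rDNA intervals of Table S2 added to the rRNA class, an alternative chosen after seeing the data, the rRNA share was 54.9%. Counting each non-redundant sequence once moved the rRNA share most, to 12.3%.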

We also found a large proportion of dsRNAs that correspond to protein-coding transcripts, which likely represent the self-complementary, base-pairing regions that form the secondary structure of mRNA molecules (Figure 1A). It is noteworthy that dsRNA-seq data mapped to all portions of protein-coding mRNAs, including introns, exons, and both (3′ and 5′) UTRs. Therefore, the dsRNA-seq methodology can identify base-paired regions within both mature and preprocessed mRNA molecules. 

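Protein-coding genes held 8.03% of the mapped 1X reads (interval 8.01–8.04%) after every read that also lies in a non-coding RNA gene had been given to that class. Counted as non-redundant sequences, the share was 34.5%.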

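At all of their locations, 1X reads on the sense strand of protein-coding genes numbered 727952 in coding sequence, 271238 in introns, 76496 in 3′ UTRs and 44433 in 5′ UTRs. On the antisense strand there were 269836, 112066, 67885 and 13995 reads in the same parts. Reads whose middle base lies in an rRNA, tRNA, snRNA, snoRNA, miRNA or other non-coding RNA gene, on either strand, were left out. The same holds for every later strand ratio of a part of protein-coding genes.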

(For this reason, we refer to protein-coding mRNAs within this manuscript as pre-mRNA.) Overall, our dsRNA-seq approach is robustly biased towards classes of RNA molecules that are highly base-paired in nature, which strongly suggests that this approach is interrogating the desired component of the transcriptome with a stringently estimated false discovery rate (FDR) of ≤0.067 (see Text S1).

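By non-redundant sequences the 1X library was spread more evenly over the classes than by reads, with 20.7% of the sequences in no annotated gene and 6.26% in tRNA genes. The share of reads without a complementary read, from which the paper takes an error rate, was not analysed here, because the sequences themselves are needed for it. From the excess of reads in classes that are highly base-paired, the paper proposes that the approach interrogates the base-paired part of the transcriptome.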

**Figure 1:**
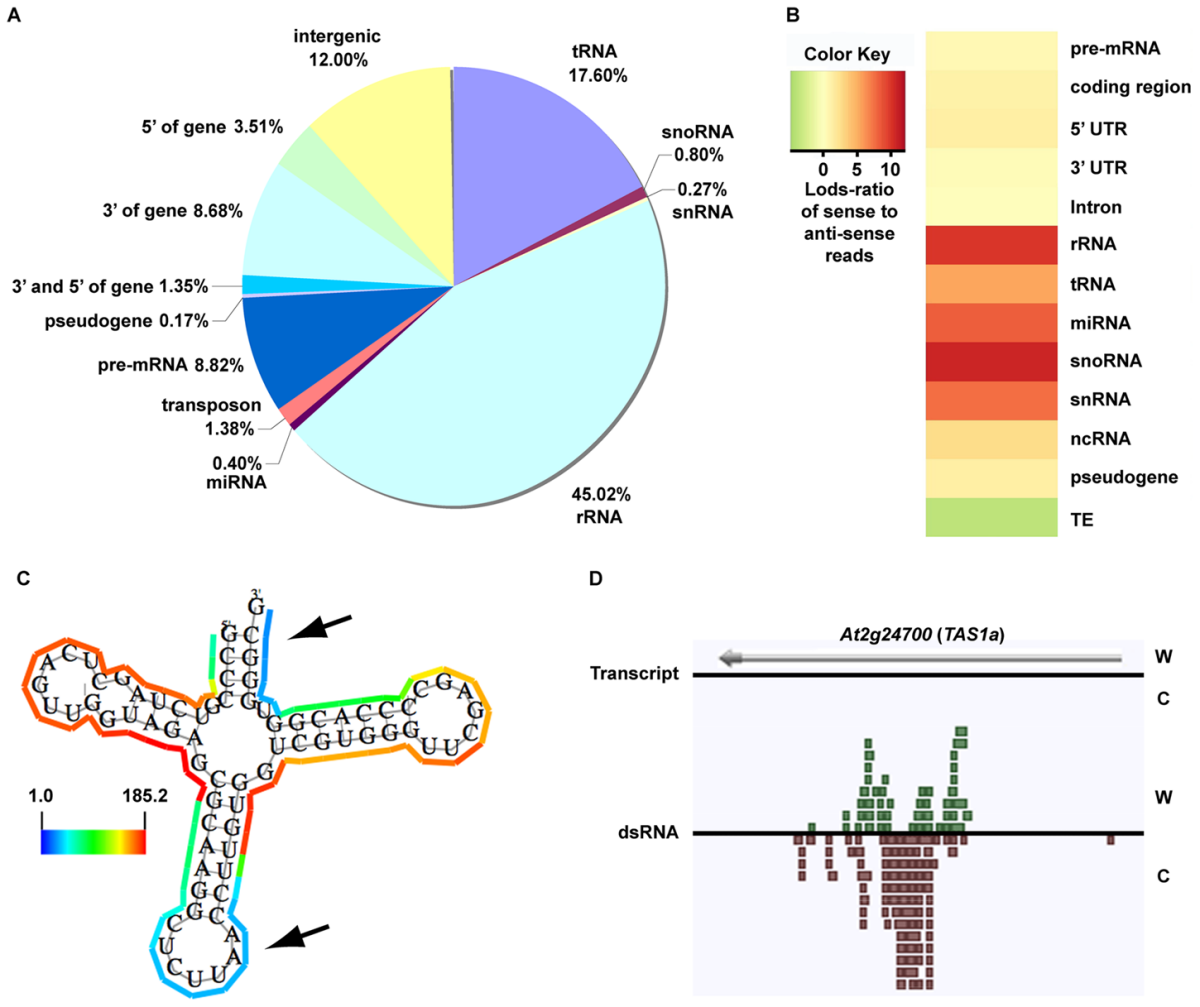
The dsRNA component of the *Arabidopsis* transcriptome. (A) Classification of genome-matching dsRNA-seq reads. (B) The heatmap indicates the strand bias of dsRNA-seq reads with respect to specific classes of RNA molecules. The color intensities indicate the degree of strand bias as specified by a log-odds ratio (Lods-ratio) value of sense/anti-sense mapping reads (red, sense; green, antisense; yellow, unbiased). TE, transposable element. (C) Model of secondary structure for an *Arabidopsis* tRNA (*At1g16100*) predicted using X-ray crystallography structure information [47]. Colored lines surrounding the model indicate the dsRNA-seq read counts that are normalized by the length of sequenced bases for each tRNA nucleotide (see scale bar for corresponding values). Black arrows specify the anti-codon loop and amino acid acceptor stem of the tRNA. (D) An intermolecular base-paired RNA molecule, *At2g24700* (*TAS1a*), identified by dsRNA-seq. Screenshot from http://tesla.pcbi.upenn.edu/annoj_at9/. W (green bars) and C (red bars) indicate sequence reads from Watson and Crick strands, respectively.

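Overlapping and adjacent dsRNA-seq reads of the 1X library formed 347573 clusters. The reads of each cluster on the Watson and Crick strands were set against equal numbers with an exact two-sided binomial test at 0.05, without adjustment for the number of clusters. A bias to either strand was called for 57756 clusters, 16.6% (interval 16.5–16.7%), and these held 98.9% of all reads counted at their locations. No cluster with fewer than 6 reads can reach the threshold, and 154632 clusters held 1 read and 110892 held 2 to 5 reads. Among clusters of 6–19, 20–99 and at least 100 reads, the share with a strand bias was 61.7%, 77.7% and 90.6%. Keeping only clusters of at least 20 reads moved the share most, to 82.0%. On simulated reads with the same cluster sizes, the test called 0.703% of the unbiased clusters among 347573, or 3.69% of the unbiased ones with at least 20 reads, and 100% of 200 clusters of at least 20 reads that were made biased. Smaller biased clusters were not simulated.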

The strand-specific nature of dsRNA-seq affords the opportunity to distinguish between intra-molecular fold-back dsRNAs (16.6% of total identified dsRNAs; example tRNA in Figure 1C) and inter-molecular heteroduplex molecules (83.4% of total identified dsRNAs; example in Figure 1D). To determine the strand bias for the different classes of RNAs captured by dsRNA-seq, we interrogated the ratio of sense versus anti-sense sequence reads. As indicated by the Log-odds (Lods) values of sense to antisense reads, the majority of RNA classes were strongly enriched for sense-strand reads, especially for the non-coding RNA classes (rRNA, tRNA, snoRNA, etc.) (Figure 1B). Specifically, functional RNAs (tRNA, miRNA, snoRNA, snRNA, and rRNA) were between 100–1000 fold enriched for the sense compared to the antisense-strand (Figure 1B). Conversely, we identified a strong anti-sense bias in our dsRNA-seq data for transposable element-derived sequences (Figure 1B). This may reflect an amplification of the antisense transposon sequence by an RDR to initiate production of siRNAs and subsequent RNA silencing of these mobile elements. 

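Reads of the 1X library were counted once at each location inside the genes of a class, on the strand of the gene or on the opposite strand. The sense to antisense ratio was 1528-fold for snoRNAs (log2 10.58), 1165-fold for rRNAs (log2 10.19), 251-fold for snRNAs (log2 7.97), 58.9-fold for miRNAs (log2 5.88) and 55.4-fold for tRNAs (log2 5.79). With reads of 1 location only, the ratio moved most for tRNAs, to log2 1.67, while miRNAs stood at log2 6.65 and snoRNAs at log2 10.89. In the same reads rRNAs had 848 sense and 0 antisense reads, at least 283-fold against the limit of 3 counts. Non-redundant sequences gave log2 7.19 for rRNAs, 6.01 for snRNAs and 2.69 for miRNAs.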

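The annotation used has no class of transposable elements, so their strands were not analysed here. In its pseudogene class, which holds many of them, sense and antisense reads were close to equal, with log2 0.14 for all locations, 0.36 for reads with 1 location and 0.55 for non-redundant sequences.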

For protein coding regions (exons) and 5′ UTRs of mRNAs, there was a significant sense-strand bias (∼16-fold), which was diluted for introns or 3′ UTRs of these RNA molecules. 

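Within protein-coding genes the sense to antisense ratio was 2.70-fold in coding sequence (log2 1.43), 3.17-fold in 5′ UTRs (log2 1.67), 2.42-fold in introns (log2 1.28) and 1.13-fold in 3′ UTRs (log2 0.17). Reads with 1 location gave 8.24-fold in coding sequence, log2 2.46 in 5′ UTRs, 1.23 in introns and 1.91 in 3′ UTRs, and non-redundant sequences gave 5.62-fold, log2 1.84, 0.52 and 1.56 in the same order. Coding sequence stood above introns with each of these ways of counting. All of these ratios leave out bases shared with other RNA genes on either strand, so reads opposite such genes are not in them.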

We suspect that the existence of many overlapping genes and non-coding RNAs (tRNAs, snRNAs, and snoRNAs) on the strand opposite to introns or 3′ UTRs is the confounding factor. This hypothesis is consistent with the stronger sense-strand bias in coding regions of mRNAs (Figure 1B), which have an extremely low probability of overlapping with expressed elements on the opposite strand. Additionally, there are numerous instances of 3′ end overlapping transcripts, as well as snRNA, snoRNA, and tRNA loci encoded within the introns and UTRs of protein coding mRNAs throughout the *Arabidopsis* genome. 

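Bases with at least 1 read of the 1X library summed to 17347889, or 17.3 Mb, which is 14.5% of the 119667730 bases of the 7 chromosomes. Reads with 1 location covered 9.04 Mb, and 9.28 Mb had at least 2 reads. The first of these alternatives moved the share most, to 7.56%.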

Taken together, these results suggest that by using dsRNA-seq we have identified the majority of base-paired RNA molecules (Figure S1B and S1C), which encompass a surprisingly large portion of the *Arabidopsis* genome (∼14.4% (17.3 Mb)).

As described above, dsRNA-seq captured both intra- and inter-molecular base-pairing interactions (Figure 1B–1D). 

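At1g16100, a tRNA-Lys gene of 73 bases at chromosome 1:5518062–5518134, had 1078 reads in the 1X library, each with more than 1 genomic location (median 17), so that its profile is shared with other tRNA genes of the same sequence. Mean reads per base were 304 and 515 on the 5′ and 3′ strands of the acceptor stem, 329.5 and 62.2 on those of the D stem, 121 and 696 on those of the anticodon stem, and 729 and 554 on those of the T stem. The D loop had 295 reads per base, the anticodon loop 251, the variable loop 753 and the T loop 606. Bases 1 to 36 averaged 234 reads per base and bases 37 to 73 averaged 612. Dividing each read by its number of locations lowered the mean of the whole gene from 426 to 25.0.

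**Figure D1:**
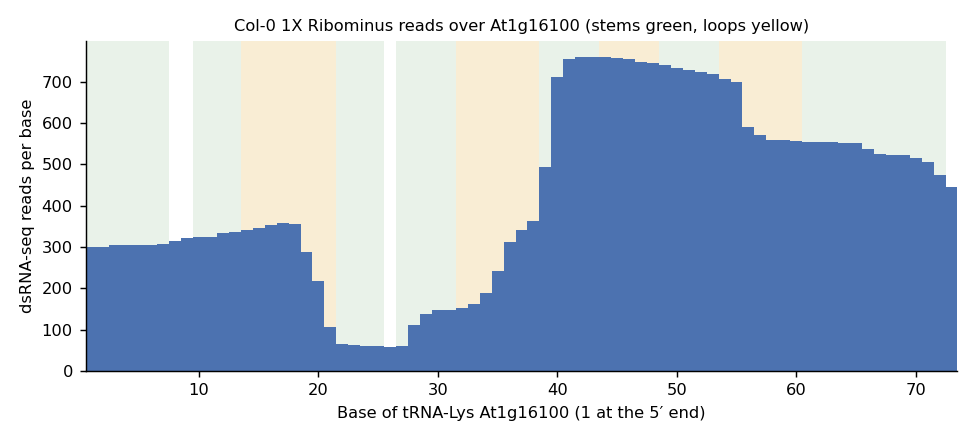
Reads per base of the 1X library along the 73 bases of At1g16100, with stems shaded green and loops yellow. The curve rises at the end of the anticodon loop, from a mean of 251 in the loop to 696 on the 3′ strand of the anticodon stem.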

In fact, we found that regions of tRNAs predicted to form intra-molecularly base-paired stems corresponded to higher levels of dsRNA-seq reads than the unpaired anti-codon loop and the amino acid acceptor stem as expected (Figure 1C). Furthermore, we observed dsRNAs that corresponded to both the Watson and Crick strands of the genome for a known substrate of the intermolecular dsRNA-synthesizing RDR6 (Figure 1D). 

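TAS1a (At2g27400), at chromosome 2:11721539–11722468, had 72 Watson and 1270 Crick reads in the 1X library. Most of these reads, 1205, had 1 genomic location.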

Taken together, these results suggest that dsRNA-seq can be used to differentiate intra- from inter-molecular base-pairing interactions.

### Genome-wide identification and characterization of *Arabidopsis* RDR6 smRNA–producing substrates

An ideal test to both validate and determine the utility of dsRNA-seq is to identify all known and novel substrates of *Arabidopsis* RDR6. Accordingly, we sequenced the full complement of base-paired RNA (using dsRNA-seq) and smRNA (using smRNA-seq) molecules from unopened flower buds of wild-type Col-0 and *rdr6-11* mutant (referred to hereafter as *rdr6*) plants. For wild-type Col-0, we obtained the dsRNA-seq data described above, as well as 17,340,638 raw sequence reads representing 8,575,097 non-redundant smRNA sequences (the size distributions for this smRNA dataset can be seen in Figure S3B). Additionally, we generated a total of 18,345,980 and 18,850,891 raw sequence reads representing 9,725,315 and 9,860,471 non-redundant dsRNA and smRNA sequences for *rdr6* mutant plants, respectively (the size distributions for these *rdr6* datasets can be seen in Figure S3C and S3D, respectively).

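Both rdr6 libraries were made from unopened flower buds, as were those of wild-type Col-0, with 1 round of rRNA depletion for dsRNA-seq and size selection for smRNA-seq, and 1 library stands for each combination of genotype and assay. The authors deposited counts for 8193747 mapped reads of the rdr6 dsRNA library, on 1797484 non-redundant sequences, and for 11123274 mapped reads of the rdr6 smRNA library, on 3635475 sequences. The wild-type Col-0 smRNA library held 10674768 mapped reads on 3329031 sequences, out of the paper's 17340638 raw reads. In the rdr6 dsRNA library 26.0% of the mapped reads were 38 nt long, and 2.81% were 24 nt against 5.61% in the 1X library of wild-type Col-0. RDR6 itself (At3g49500) had 23 dsRNA reads in wild-type Col-0 and 11 in rdr6, and 3 and 8 smRNA reads. The bin over its 5′ end had 8 and 3 dsRNA reads (exact Audic–Claverie p = 0.145), too few to check the label of the mutant from this gene. Reads were summed in bins of 1 kb from the first base of each chromosome, each read at every location in the bin of its leftmost base. A bin was called when the ratio of reads, after scaling by mapped reads, was at least 2-fold and the Audic–Claverie p of that direction was under 0.001. With 1 library in each group, such a p compares libraries and not genotypes.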

To identify potential RDR6 substrates, we used a sliding-window analysis to select 1 kilobase (kb) regions of the genome that produced ≥2-fold more dsRNA in wild-type Col-0 than in *rdr6* mutant plants with a p-value <0.001 (see Text S1). Using this approach, we identified 7,144 regions where dsRNAs are significantly depleted in *rdr6* mutant compared to wild-type Col-0 plants (Figure 2A, positive Lods-ratio values). 

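Of the 119671 bins, 4841 had at least 2-fold more dsRNA reads in wild-type Col-0 than in rdr6 plants, with medians of 102 and 19 reads per bin. Chromosome 1 held 1334 of these bins and chromosome 4 held 745. Among bins with at least 100 reads and a read in each library, the ratio was largest at TAS3a, followed by the bin of the tRNA gene At2g03660 with 3309 and 21 reads (log2 6.97), though only 3 and 2 of these reads had 1 location. The bin at chromosome 5:2656001–2657000, outside any annotated gene, had 149 and 0 dsRNA reads (exact Audic–Claverie p = 7.2e-39), and a ratio against 0 reads has no rank. The number of bins moved most without reads of 20–25 nt, to 698, an alternative chosen after seeing the data. On simulated counts with 4-fold changes in 200 bins, the same calls found 100% of the changed bins and 74 unchanged bins among 119671 bins.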

Within these molecules, we identified 7 of 8 previously characterized *TAS* transcripts (Figure 2A, Figure S2A and S2B, blue diamonds), while the eighth was represented by a single read in both (Col-0 and *rdr6*) dsRNA-seq libraries. Additionally, we found that the majority of RDR6-dependent dsRNAs are transposable elements (mostly MuDRs and Helitrons), mRNAs, intergenic RNAs (mostly centromeric tandem repeats), or tRNAs (Figure 2A and 2B (green bars), and Figure S2B). 

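A bin over 7 of the 8 TAS genes passed the call. By bin, the log2 ratio of wild-type Col-0 to rdr6 was 7.42 for TAS3a, 6.44 for TAS1a, 5.42 for TAS1c, 4.92 for TAS1b (exact Audic–Claverie p = 5.1e-66), 4.57 for TAS2, 4.40 for TAS3b (p = 4.3e-33) and 1.99 for TAS3c (p = 9.1e-04). The bin of TAS3c held 25 and 5 dsRNA reads, which is close to the threshold. At the genes themselves TAS1c had 1984 and 35 dsRNA reads, TAS3a 1504 and 8, and TAS2 1375 and 52. For TAS4 (At3g25795) there were 0 dsRNA reads in the 1X library of wild-type Col-0, 1 in its 2X library and 1 in rdr6, and 0 and 1 smRNA reads in wild-type Col-0 and rdr6. Among smRNA reads, TAS3a had 16336 in wild-type Col-0 and 76 in rdr6, and TAS1b had 3443 and 45.

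**Figure D2:**
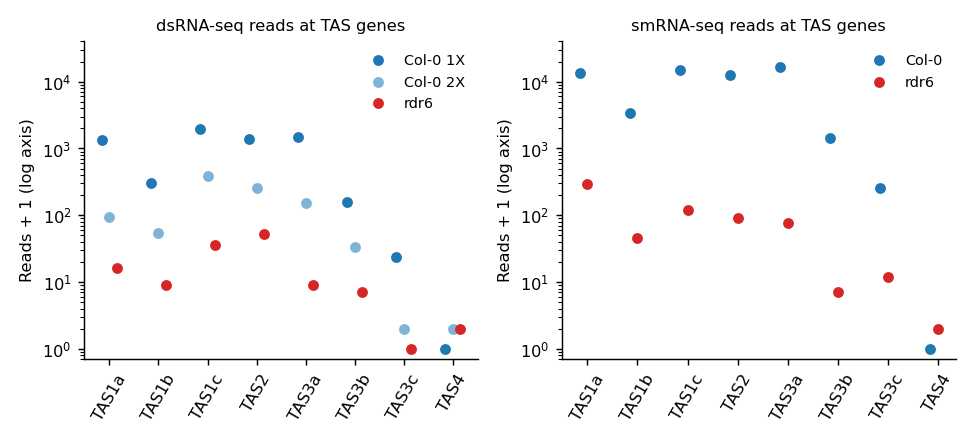
Reads at each TAS gene plus 1, on a log scale, in the dsRNA libraries (wild-type Col-0 1X and 2X, rdr6) and the smRNA libraries (wild-type Col-0, rdr6). The gap in dsRNA reads between genotypes is widest for TAS3a, with 1504 dsRNA reads in wild-type Col-0 and 8 in rdr6, while TAS4 has at most 1 read in each library.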

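Bins with more dsRNA in wild-type Col-0 were set against the annotated genes that they overlap, outside the mitochondrion. Of 4828 such bins, 54.8% overlapped no gene (interval 53.4–56.2%), 30.0% a protein-coding gene (28.8–31.3%), 9.30% a pseudogene, 9.22% a tRNA gene (8.43–10.1%), 4.39% another non-coding RNA gene and 2.34% an miRNA gene. Among all bins with at least 10 dsRNA reads, 19.6% overlapped no gene, 56.6% a protein-coding gene, 22.9% a pseudogene and 1.21% a tRNA gene. MuDR and Helitron elements are not named in the annotation and were not counted here.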

Taken together, these results suggest that RDR6 utilizes specific classes of repetitive elements, numerous categories of functional RNAs (e.g. tRNAs, snRNAs, snoRNAs, etc.), mRNAs, and intergenic transcripts as templates for dsRNA synthesis.

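Repeated sequences weigh on these classes, since 2.59% of the dsRNA reads in the called bins had 1 genomic location. With such reads alone 2373 bins passed, and 1262 of the called bins kept their call, where thinning to the same depth kept 1221. When the 2X library of wild-type Col-0 took the place of the 1X library, a comparison chosen after seeing the data, 654 of the called bins, or 13.5%, kept their call. In libraries simulated without a difference, which share the rdr6 library in the same way, 9.66% did. From the classes of the regions depleted in rdr6 plants, the paper proposes that RDR6 makes dsRNA from selected repeats, functional RNAs, mRNAs and intergenic RNAs.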

**Figure 2:**
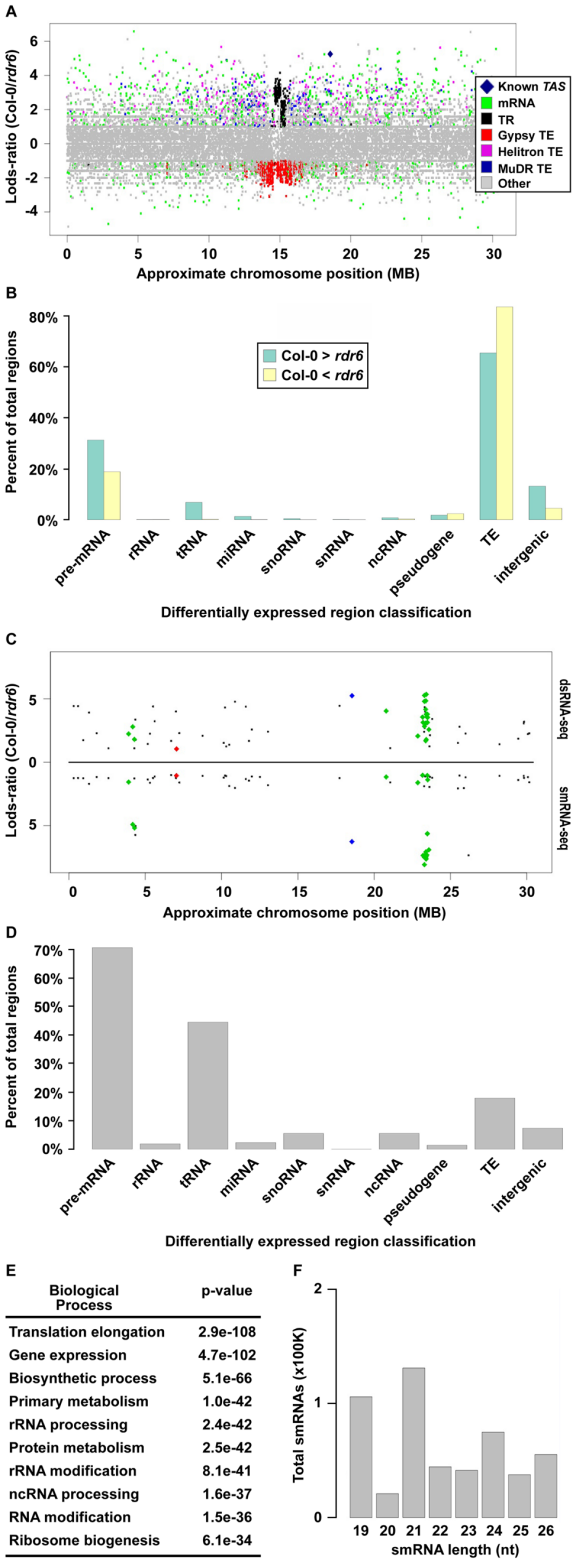
Identification of *Arabidopsis* RDR6 smRNA–producing substrates genome-wide. (A) Distribution of wild-type Col-0 compared to *rdr6* mutant 1 kb dsRNA-seq differentially expressed regions along the length of Chromosome (Chr.) 1. Each colored dot denotes a specific 1 kb region (≥2-fold and p<.001). Colored dots with positive Lods-ratio values are 1 kb regions where Col-0> *rdr6*, while negative values denote Col-0< *rdr6*. The corresponding RNA category for each colored dot can be found in the color legend box. The dark blue diamond denotes known RDR6 substrate, *TAS1b*. (B) Classification of all 1 kb regions where Col-0> *rdr6* (green bars) and Col-0< *rdr6* (yellow bars). (C) Distribution of 1 kb regions along Chr. 1 where Col-0> *rdr6* in both dsRNA- and smRNA-seq datasets (≥2-fold and p<.001). Values above black line denote Lods-ratio for dsRNA-seq regions, and values below black line denote results for smRNAs. Blue and green diamonds highlight known RDR6 substrates, while the red diamond denotes the newly identified *At1g20370*. (D) Classification of all smRNA-producing substrates of *Arabidopsis* RDR6 identified using the combination of dsRNA- and smRNA-seq. (E) The 10 most significantly enriched biological processes (and corresponding p-values) for protein-coding mRNAs that are RDR6 smRNA-producing substrates. (F) The total number of smRNAs corresponding to each indicated size class (19–26) produced from the 218 identified RDR6 substrates.

Our sliding window approach also identified 7,584 dsRNAs that are significantly stabilized in *rdr6* mutant compared to wild-type Col-0 plants (Figure 2A, negative Lods-ratio values). 

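In the other direction, 11400 bins had at least 2-fold more dsRNA reads in rdr6 than in wild-type Col-0 plants, with medians of 198 and 82 reads. Among the bins with large ratios was chromosome 2:9196001–9197000, with 290 reads in rdr6 and 0 in wild-type Col-0 (exact Audic–Claverie p = 1.4e-103). Another was that of At5g15680, with 294 and 3 reads (log2 −6.94), of which 0 and 1 had 1 location. The number depended on the total used for scaling, and without rRNA and tRNA reads in the totals it was 5115. Counting non-redundant sequences in place of reads moved it most, to 927.

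**Figure D3:**
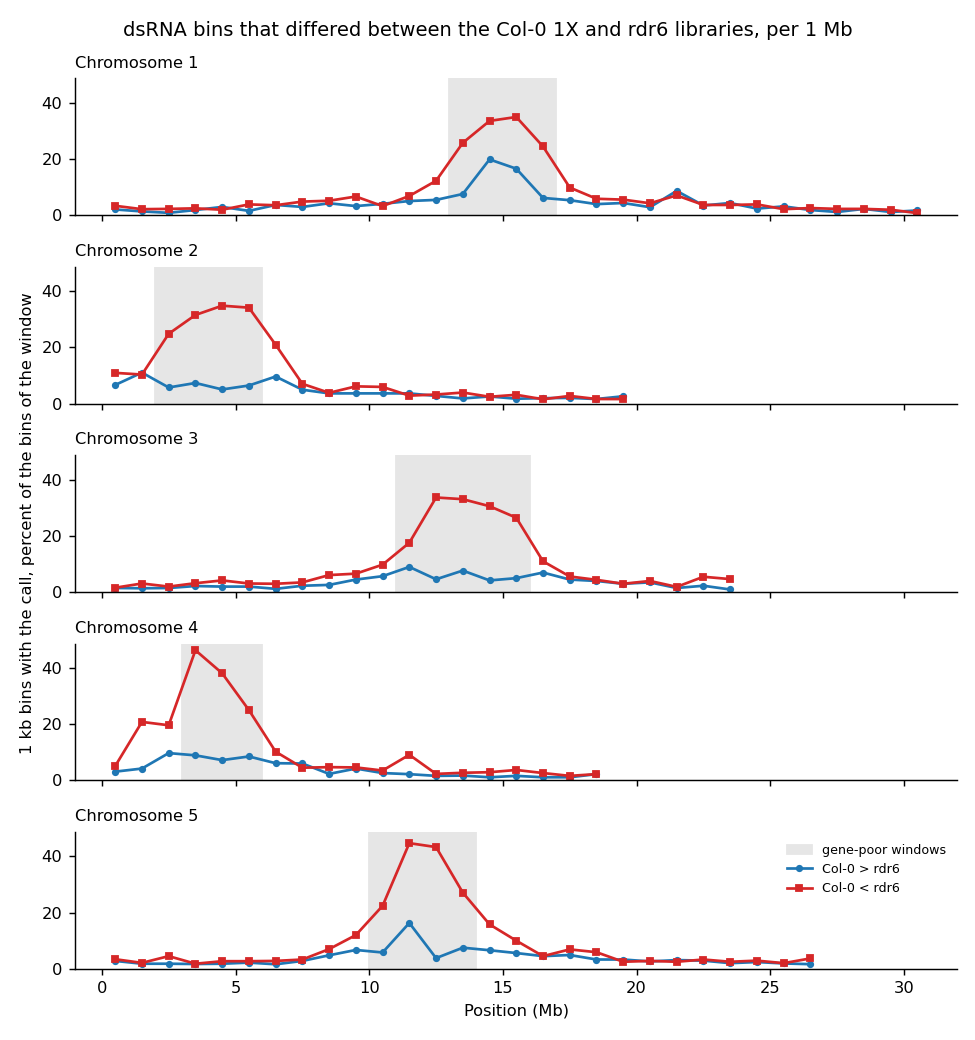
Percent of 1 kb bins per 1 Mb window along chromosomes 1 to 5, with blue circles for bins with more dsRNA in wild-type Col-0 and red squares for bins with more dsRNA in rdr6, and gene-poor windows in grey. Red squares peak in the grey windows, which hold 6316 of the 11198 bins of that direction on these chromosomes.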

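Windows of 1 Mb with fewer than 50% of the median of 260.5 genes lay together around each centromere, for example at chromosome 3:11000001–16000000. They held 56.4% of the bins with more dsRNA in rdr6, 33.7% of those with less, and 30.5% of all nuclear bins with at least 10 dsRNA reads. Of 11293 bins with more dsRNA in rdr6, outside the mitochondrion, 52.0% overlapped a pseudogene (interval 51.1–52.9%), 24.4% a protein-coding gene, 23.4% no annotated gene and 0.133% a tRNA gene. Families of transposable elements were not analysed here.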

The vast majority (>80%) of the molecules stabilized in *rdr6* mutant plants are TEs (Figure 2B, yellow bars), most of which (∼95%) are pericentrometric Gypsy-like transposons (Figure 2A and 2B (yellow bars), and S2B). We also found a number of these dsRNAs correspond to mRNAs (∼15%) and intergenic transcripts (∼4%) (Figure 2B, yellow bars). Overall, the identification of dsRNA molecules that are stabilized in *rdr6* mutant plants suggests a potential model where RDR6 antagonizes the action of other RDRs at some targets, especially at Gypsy-like transposons.

The consequence of dsRNA synthesis by RDR6 is often the subsequent formation of siRNAs [19]. Therefore, to identify those RDR6 dsRNA substrates that produce smRNAs, we identified regions that produce ≥2-fold more smRNAs in wild-type Col-0 than in *rdr6* mutant plants. These sources of smRNA were then compared with the regions of the genome that produce more dsRNA in wild-type Col-0 than in *rdr6* mutant plants, which identified 218 regions that met both criteria (Figure 2C and Figure 3A–3D; Table S1). These common regions include ∼50% (27 total) of the previously identified smRNA-producing RDR6 substrates, the majority of which were not known to be expressed in *Arabidopsis* unopened flower buds (Figure 2C and Figure S2C; Tables S1 and S2) [31]–[34]. 

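Applied to smRNA reads, the same 1 kb bins and threshold gave 614 bins with more smRNA in wild-type Col-0 than in rdr6 plants, and 302 bins with less. Bins with large ratios and more smRNA in wild-type Col-0 included chromosome 5:2656001–2657000, with 3374 and 3 reads (log2 10.19). They also included At1g62910, with 1496 and 4 reads (log2 8.61), of which 11 and 0 had 1 location. At1g63070 had 377 and 0 reads (exact Audic–Claverie p = 6.3e-118), of which 2 had 1 location. The threshold moved the number of bins most, and a fold of at least 4 left 253 of them. On simulated counts of the 2 smRNA libraries, 13 unchanged bins among 119671 were called.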

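Both criteria were met by 180 of the recounted bins, of which 60 were on chromosome 1. Among the regions of Table S1, 164 of 218, or 75.2%, met both after scaling by mapped reads, 166 met the dsRNA criterion and 212 the smRNA criterion. The scaled dsRNA ratio was under 2-fold in 32 of these regions. The read numbers printed in Table S1 were recovered for all 218 regions in each of the 4 libraries by counting reads in every bin they overlap. Requiring a fold of at least 4 moved the number of bins that met both criteria most, to 38.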

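Among the bins with more dsRNA in wild-type Col-0 than in rdr6 plants, 4661 did not meet the smRNA criterion, and 5 had more smRNA in rdr6. Conversely, 434 bins with more smRNA in wild-type Col-0 did not meet the dsRNA criterion, and 50 of these had more dsRNA in rdr6.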

The other 6,926 regions where dsRNAs, but not smRNAs, are significantly depleted in *rdr6* mutant compared to wild-type Col-0 plants consist of mostly MuDR and Helitron transposable elements. These results suggest that the double-stranded *MuDR*s and *Helitron*s produced by RDR6 may only constitute an insignificant subset of the smRNA-producing population of these transposons. Conversely, RDR6 synthesized *MuDR* and *Helitron* dsRNAs may simply not be processed into smRNAs.

**Figure 3:**
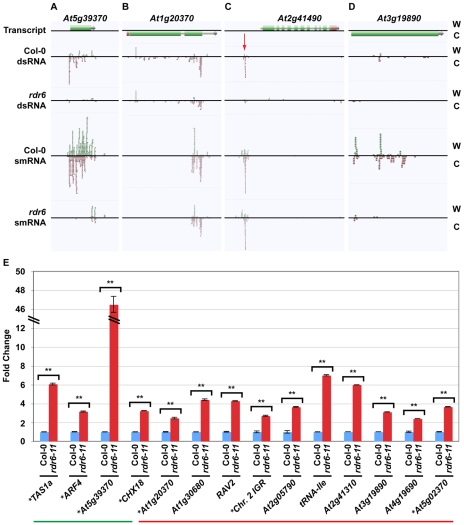
Novel smRNA–producing substrates of RDR6. (A–D) Four examples of RDR6 smRNA-generating substrates identified using the combination of dsRNA- and smRNA-seq (screenshots from http://tesla.pcbi.upenn.edu/annoj_at9/). W (green bars) and C (red bars) indicate sequence reads from Watson and Crick strands, respectively. (A) *At5g39370* (previously identified), (B) *At1g20370* (novel), (C) the intergenic region just upstream of *At2g41490* (novel), and (D) *At3g19890* (novel). (E) Random-primed RT-qPCR analysis of four previously identified and 10 novel RDR6 substrates for wild-type Col-0 and *rdr6-11* mutant plants. Error bars, ±SD. ** indicates p-value <.001. Green and red lines underline previously identified and novel RDR6 substrates, respectively. * denotes RDR6 substrates that produce phased siRNAs.

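The bin of At5g39370 held 201 dsRNA reads in wild-type Col-0 and 5 in rdr6 (log2 5.00, exact Audic–Claverie p = 2.3e-44), with 820 and 2 smRNA reads (log2 8.74). For At1g20370, at chromosome 1:7051001–7052000, there were 56 and 27 dsRNA reads (log2 0.72, exact p = 0.0154), which is under the 2-fold threshold after scaling, and 344 and 163 smRNA reads (log2 1.14, p = 4.8e-18), nearly all with more than 1 location. The region just upstream of At2g41490 had 30 and 6 dsRNA reads (exact p = 3.0e-04) and 192 and 89 smRNA reads (log2 1.17, p = 3.0e-11). At3g19890 had 16 and 0 dsRNA reads in its bin (exact p = 4.8e-05) and 115 and 5 smRNA reads (log2 4.58). Each p compares a pair of libraries and not genotypes.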

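Bins with more dsRNA and more smRNA in wild-type Col-0 were set against the annotation outside the mitochondrion. Of 177 such bins, 134 overlapped a protein-coding gene (75.7%, interval 68.9–81.4%), 86 a tRNA gene (48.6%, 41.3–55.9%) and 16 a snoRNA gene (9.04%), and many overlapped more than 1 class. Table S1 names tRNA for 97 regions, 80 of which it also gives as protein-coding. None of these 97 regions met both criteria with reads of 1 location. Of the 74 regions that it names protein-coding and not tRNA, 40 did. Where no read of a tRNA gene has 1 location, as at At2g22380, this count cannot tell whether a region differs.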

Our analysis also revealed that the majority of highly confident smRNA-producing RDR6 substrates are mRNAs with a variety of biological functions (Figure 2D and 2E) and, surprisingly, tRNAs (Figure 2D). As expected, the identified RDR6 substrates tend to produce 21 nt smRNAs (Figure 2F). It is noteworthy that RDR6-targeted mRNAs mostly encode proteins that function in nucleic acid-based biological functions (e.g. translation, RNA processing, etc.) and regulation of gene expression (Figure 2E). 

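Over the 218 regions of Table S1, 25.1% of the smRNA reads of 19–26 nt in wild-type Col-0 were 21 nt long (interval 24.9–25.2%), the largest share of any length, followed by 21.0% of 19 nt and 14.5% of 24 nt. In rdr6 plants the share of 21 nt was 11.2%. The TAS genes weighed on this value, and in the 210 regions outside them 19 nt made up 23.9% and 21 nt 18.4%. Dividing each read by its number of locations moved the share over all regions most, to 34.4%. Outside the TAS genes, divided reads gave 24.2% of 24 nt and 18.0% of 21 nt, and non-redundant sequences 20.8% and 29.4%.

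**Figure D4:**
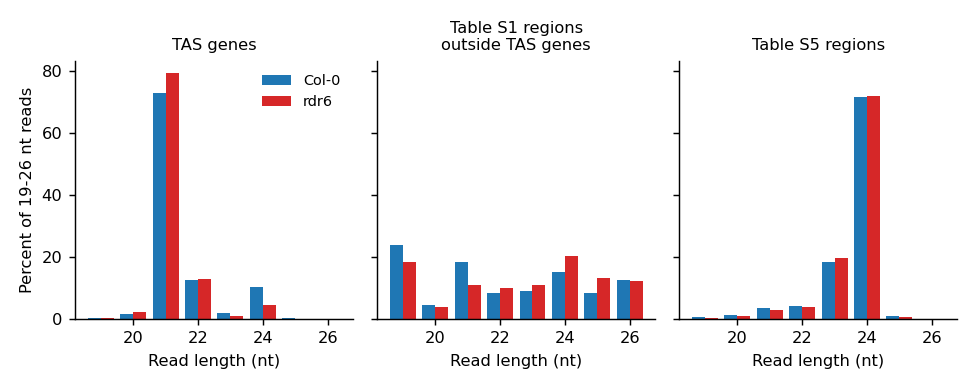
Percent of smRNA reads of each length from 19 to 26 nt in wild-type Col-0 (blue) and rdr6 (red), at TAS genes, in Table S1 regions outside TAS genes and in Table S5 regions. In wild-type Col-0, 21 nt makes up 73.1% of the reads at TAS genes, and 24 nt makes up 71.6% in Table S5 regions.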

Taken together, these results suggest that an RDR6-dependent RNA silencing pathway regulates multiple stages of gene expression through siRNA production in *Arabidopsis*.

The identification of tRNAs as RDR6 substrates is intriguing because it was recently suggested that the mammalian telomerase reverse transcriptase catalytic subunit (Tert) functions as a smRNA-producing RDR that can also use tRNAs as substrates [15]. Taken together, these results suggest that plant RDR6 and animal Tert are functional orthologs that can use tRNAs as substrates for production of dsRNA precursors of smRNAs. Therefore, studies of RDR6 may be informative for gaining insight into the function of mammalian RDRs, and vice versa.

In order to validate and expand our characterization of new smRNA-producing RDR6 substrates, we turned to a quantitative reverse transcription polymerase chain reaction (qRT-PCR) approach. For these loci, RDR6 is required to produce a dsRNA precursor of siRNAs (see Figure 3A–3D). Therefore, if RDR6 is not active (*rdr6* mutant plants), then the single-stranded transcripts may be stabilized. To test this hypothesis, we designed qRT-PCR primers to 14 (four known, 10 novel) identified smRNA-producing RDR6 substrates. 

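Of the 14 loci taken to RT–qPCR, 10 had a bin with at least 2-fold more dsRNA in wild-type Col-0 than in rdr6. A called bin can lie beside the gene or over a part of it. By bin, the dsRNA reads were 55 and 2 for At1g30680 (log2 4.45), 100 and 6 for At5g02370 (log2 3.73), 22 and 3 for At4g19690 (log2 2.55), 1874 and 272 for CHX18 (log2 2.46), 36 and 6 for At2g05790 (log2 2.26) and 209 and 44 for the tRNA-Ile gene At2g22380 (log2 1.92), none of whose reads had 1 location. Over the annotated genes themselves, At1g30680 had 14 and 15 reads, At5g02370 12 and 6, CHX18 71 and 10, and At2g05790 62 and 65, with another of its bins called higher in rdr6. Not called on dsRNA were ARF4 with 33 and 10 reads (log2 1.39, exact Audic–Claverie p = 0.00248), which has another bin called higher in rdr6 and 61 and 82 reads over the whole gene, At2g41310 with 5535 and 2435 (log2 0.86), RAV2 with 10 and 0 (p = 0.0016) and At1g20370. All 14 met the dsRNA threshold without scaling, with totals without rRNA and tRNA reads and with the median ratio, alternatives set for the bins beforehand and applied to these loci after seeing the data. They also did with an unscaled ratio and raw read totals, a setting chosen after seeing the data.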

We found that all fourteen tested loci, including the 10 newly identified RDR6 substrates (e.g. *At1g20370* (Figure 3B), the intergenic region just upstream of *At2g41490* (Figure 3C), and *At3g19890* (Figure 3D)), had higher transcript levels in *rdr6* mutant compared to wild-type Col-0 plants (Figure 3E). These results suggest that most, if not all of the 218 loci we identified using a combination of dsRNA-seq and smRNA-seq methodologies are true smRNA-producing RDR6 substrates; approximately 200 of these loci are novel (Tables S1 and S2).

Most previously identified endogenous RDR6 substrates produce phased 21 nt siRNAs [20]–[23], [28]. We found that 51 of the RDR6 substrates identified in this study also produce phased smRNAs (Table S2 and Figure S2D). This group includes 22 of the RDR6 substrates that have been previously reported [31]–[34], as well as the newly identified substrates, *At1g20370* (Figure 3B and 3E), the intergenic region just upstream of *At2g41490* (Figure 3C and 3E), and *At5g02370* (Figure 3E; Tables S1 and S2). However, we found that >75% of all endogenous smRNA-producing RDR6 substrates (167) do not produce siRNAs with any recognizable phasing, including the newly identified *At3g19890* (Figure 3D and 3E; Tables S1 and S2). These results suggest that there are multiple mechanisms by which transcripts become susceptible to RDR6-mediated silencing. 

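Phase scores over 8 cycles were computed in the smRNA clusters of the Table S1 regions, with the most frequent read length of a cluster as the cycle, and the profile of scores was tested for a period with Fisher's g test. Of the 218 regions, 59 had a cluster past 0.05, 27.1% (interval 21.6–33.3%), and 62 did with a fixed cycle of 21 nt. With the smRNA reads of rdr6 the number was 22. The test did not separate phased from unphased reads. After the positions of the reads were permuted in each cluster, a median of 54 regions (51 to 58 over 20 draws) passed. In simulated clusters, 200 of each kind, 72% of those with phased reads and 98% of those with reads anywhere passed.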

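The score of the cluster at TAS2 was 49.6 in wild-type Col-0 and 9.98 in rdr6 (Fisher's exact g test, p = 1.2e-88 for Col-0), and that at TAS3a 52.2 and 6.01 (p = 1.6e-26). For At1g20370 the scores were 5.13 and 2.60, and the profile had an exact p = 0.165. In the region just upstream of At2g41490 they were 8.83 and 4.32 (exact p = 3.1e-04), and in the region by At5g02370 8.19 and 0 (p = 4.5e-11). These p are for Col-0. The cycle was 21 nt at TAS2 and TAS3a, and 24 nt at At1g20370 and in the regions of At2g41490 and At5g02370. With rdr6 reads Fisher's exact g test also passed at TAS2 (p = 4.5e-05), TAS3a (p = 0.00638) and upstream of At2g41490 (p = 0.0314). It did not pass at At1g20370, and the region by At5g02370 had no score to test. Of the 51 loci in Table S2, 45 had a cluster past the test and 49 a higher score in wild-type Col-0 than in rdr6.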

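In 159 of the regions no cluster passed the test. At3g19890 was among them, with a score of 2.94 in its cluster at chromosome 3:6915671–6915759. Clusters without a pass were short, with a median length of 39 nt against 274 nt for those that passed, so that 8 cycles fit in few of them.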

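A period within 1 nt of the cycle was found in 10 regions for wild-type Col-0 and in 4 for rdr6, against a median of 2 (0 to 5) with permuted positions. Such a period was found in 8% of the 200 simulated clusters with phased reads and in 0.5% of the 200 with reads anywhere, so that most phased clusters would be missed by it. From the regions without phasing, the paper proposes that transcripts come under RDR6-mediated silencing in more than 1 way.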

In summary, our results suggest that the combination of dsRNA-seq and smRNA-seq is a highly sensitive method for identifying transcripts subject to RDR6-dependent silencing, and is likely to be useful for characterizing the substrates of other eukaryotic RDRs - such as mammalian Tert [15] - that have not been demonstrated to produce phased siRNAs.

### Identification of dsRNA “hotspots” in the *Arabidopsis* genome

We next identified regions of the *Arabidopsis* genome that are significantly enriched for base-paired RNA using the dsRNA-seq data for wild-type Col-0. For this purpose, we used a geometric distribution-based approach to identify unusually long dsRNA molecules (dsRNA ‘hotspots’) based on the average size of dsRNAs computed for each chromosome independently. This analysis revealed 9,719 dsRNA ‘hotspots’ of varying lengths scattered along the entire length of all *Arabidopsis* chromosomes (Figure 4A and Figure S4A; Tables S3 and S4). 

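Reads on both strands of the 1X library were joined into contigs, separately for each of the 7 chromosomes. Contigs separated by a gap shorter than the lower 2.5% point of a geometric distribution of gap lengths were merged, and those longer than the upper 2.5% point of a geometric distribution of contig lengths were kept as dsRNA ‘hotspots’, with at least 1 read required at each base of a contig. On chromosome 1 there were 92242 contigs with a mean length of 44.5 bases, which put the upper point at 162.3 bases and the point for gaps at 7.21 bases. On contig lengths simulated from the same distribution, 2.53% of 92242 contigs exceeded the upper point.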

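This gave 10299 dsRNA ‘hotspots’ in the 1X library, of which 2415 were on chromosome 1 and 1598 on chromosome 4. Using reads with 1 location moved the number most, to 4528, and joining reads on each strand separately gave 13928. With the 7 pairs of length limits printed in Text S1 the number was 9720.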

In fact, we have identified the vast majority of highly base-paired RNA molecules in the *Arabidopsis* transcriptome (Figure S9). For example, the highly repetitive, transposon-rich pericentromeric regions of the *Arabidopsis* genome were found to be a rich source of dsRNA (Figure 4A and 4B, and Figure S4A). This is not surprising because *cis* transcriptional silencing of transposons and repetitive elements in the pericentromeric regions of *Arabidopsis* chromosomes is mediated by RDR2-dependent siRNAs [35]–[38]. These findings not only substantiate that dsRNA-seq interrogates the desired portion of the transcriptome, but also suggest that, as expected, *Arabidopsis* transposons and repetitive elements are highly enriched in dsRNA on a genome-wide scale.

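Gene-poor windows around the centromeres held 5373 of the 10170 ‘hotspots’ on chromosomes 1 to 5, 52.8%, while they make up 16.8% of all 1 kb bins there.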

**Figure 4:**
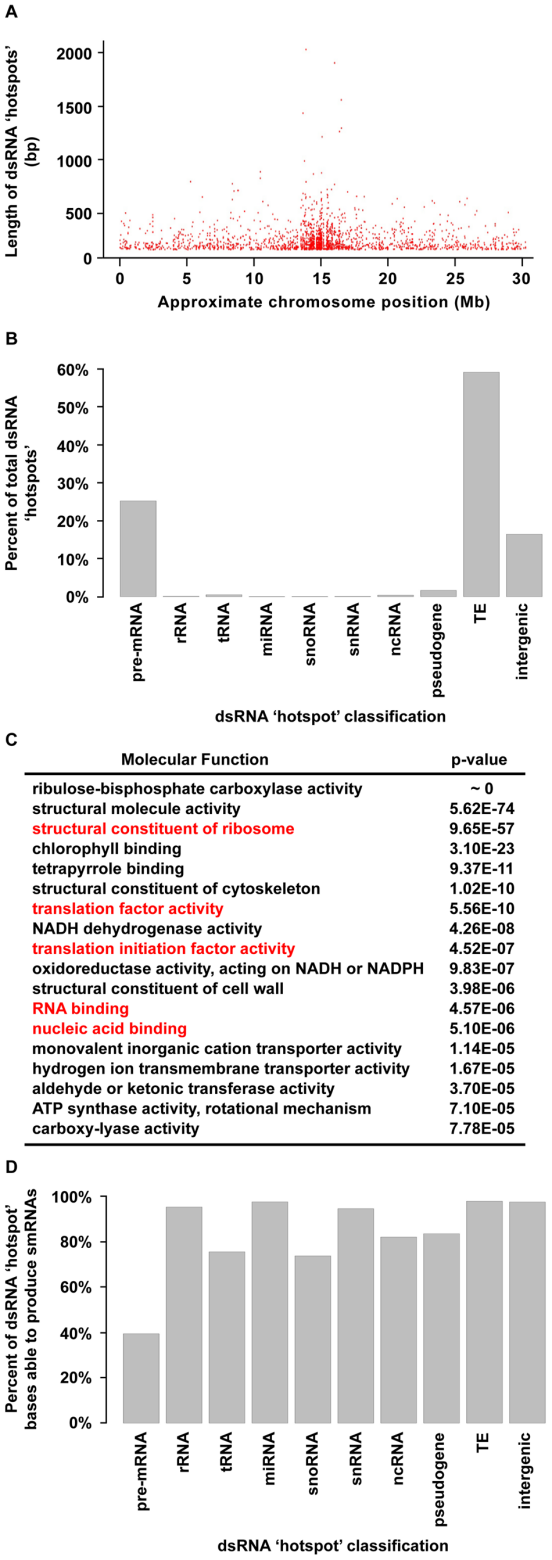
Highly base-paired segments of the *Arabidopsis* genome (dsRNA “hotspots”). (A) Approximate genomic distribution (∼100 kb resolution) and length of dsRNA “hotspots” along *Arabidopsis* Chr. 1 for wild-type Col-0. (B) Classification of dsRNA “hotspots.” TE, transposable element. (C) The 18 most significantly enriched molecular functions for protein-coding mRNAs that contain dsRNA ‘hotspots’. Red labels indicate nucleic acid biology GO categories. (D) The percent of nucleotides within dsRNA ‘hotspots’ that were found to produce smRNAs. The smRNA data used for this analysis is described in Figure S8.

A classification of *Arabidopsis* dsRNA ‘hotspots’ revealed that transposons and protein-coding mRNAs are the two most highly base-paired classes of RNA molecules (Figure 4B). 

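Outside the mitochondrion there were 10193 ‘hotspots’ of the 1X library. Of these, 46.0% overlapped no annotated gene, 26.3% a pseudogene, 25.8% a protein-coding gene and 2.39% another non-coding RNA gene. Classes of transposable elements were not used here, so that elements outside annotated genes are counted among ‘hotspots’ in no gene.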

In fact, we identified 1949 protein-coding mRNAs that contained dsRNA ‘hotspots’ (Figure 4B), so we interrogated over-represented molecular functions for these genes using Gene Ontology (GO) analysis. 

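Protein-coding genes with a 1X ‘hotspot’ numbered 1977. Requiring 50% of the ‘hotspot’ inside the gene gave 1890, and reads with 1 location, which moved the number most, gave 2394. Within these genes 79.0% of the ‘hotspot’ bases lay in coding sequence, 8.39% in introns, 6.28% in 3′ UTRs and 2.77% in 5′ UTRs, where coding sequence makes up 53.7% of the bases of all protein-coding genes and introns 28.4%. Gene Ontology terms were not analysed here, and 4 gene families were tested in their place.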

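All 6 Rubisco genes with at least 1 read had a ‘hotspot’ in the 1X library, against 8.49% of the other protein-coding genes with a read and of sufficient length (Fisher's exact test, p = 6.1e-07 after Benjamini–Hochberg adjustment over 4 families in 2 libraries). Read numbers were high for the chloroplast gene rbcL, with 23279 sense and 1081 antisense reads. They were lower for the nuclear genes, from 7843 and 338 at At2g07732 to 362 and 12 at RBCS1A (At1g67090). Reads were counted at every location, so genes of similar sequence can share them and need not be independent, as the test takes them to be. On gene sets drawn at random, 3% of 200 tests fell below 0.05. Such sets cover neither shared reads nor high read numbers within a family.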

Ribulose-bisphosphate carboxylase was the most significantly over-represented protein in this analysis. However, the most highly over-represented group of genes were those involved in nucleic acid biology (e.g., translation, nucleic acid binding, etc.) 

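Ribosomal protein genes with a 1X ‘hotspot’ numbered 100 of 336, 29.8% against 8.20% of the other genes (odds ratio 4.74, Fisher's exact test, adjusted p = 3.2e-29), and translation factor genes 23 of 109, 21.1% against 8.46% (odds ratio 2.90, adjusted p = 4.4e-05). Chlorophyll-binding protein genes, 7 of 14, had the larger odds ratio of 10.8 (Fisher's exact test, adjusted p = 6.4e-05). Taking all protein-coding genes as the background moved the odds ratio of the ribosomal protein genes to 5.52.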

(Figure 4C). Interestingly, genes involved in nucleic acid metabolism are also over-represented in dsRNA ‘hotspot’-containing transcripts of *Drosophila melanogaster* and *Caenorhabditis elegans* (Q.Z. and B.D.G., unpublished data). Thus, a propensity to form complex secondary structure (self base-pairing) may be a general feature of eukaryotic transcripts that encode proteins involved in processes involving nucleic acids. This may point to a feedback regulatory mechanism that is dependent on an interaction between the proteins encoded by these transcripts and highly structured RNA intermediates.

The biogenesis of all functional small silencing RNAs (e.g. miRNAs and siRNAs) requires a dsRNA intermediate. Therefore, we determined the propensity of highly base-paired regions (dsRNA ‘hotspots’) to be processed into smRNAs (Figure 4D) using corresponding smRNA-seq data (Figure 2C; see Figure S8 for smRNA data analysis). We found that the highly base-paired regions within 9 of 10 interrogated RNA categories were extremely likely to be processed into smRNAs, the exception being pre-mRNA molecules (Figure 4D). 

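Bases of 1X ‘hotspots’ in protein-coding genes were covered by wild-type Col-0 smRNA reads in 41.4% of cases (interval 41.3–41.5%). The interval takes 708588 bases of 2631 ‘hotspots’ as independent, which neighbouring bases are not, so it is too narrow. In the other classes the share was 99.6% in no annotated gene, 98.8% in pseudogenes, 97.7% in miRNA genes, 95.2% in rRNA genes, 93.7% in snRNA genes, 80.4% in other non-coding RNA genes, 74.3% in tRNA genes and 55.2% in snoRNA genes. Reads with 1 location moved the share of protein-coding genes most, to 20.1%. They also lowered that of ‘hotspots’ in no annotated gene to 28.3%, of pseudogenes to 24.4%, of tRNA genes to 12.8% and of rRNA genes to 5.70%, so that the order of classes depends on reads with many locations.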

Although these results were expected for transposable elements and miRNAs - which are known to be smRNA biogenesis substrates - it was surprising that functional RNAs (e.g. rRNA, tRNA, snRNA, etc.) also have a high likelihood of being processed into smRNAs since intramolecular base-pairing interactions are intrinsic to their function.

The evidence that highly base-paired regions of RNA molecules are frequently processed into smRNA, suggests that this process may be important for regulating the abundance of functional RNAs in *Arabidopsis* cells. 

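Where they lie in gene-poor windows, ‘hotspots’ of protein-coding genes had smRNA reads on 80.5% of their bases, and elsewhere on 191812 of 568550 bases. From the overlap of base-paired regions with smRNAs in nearly every class, the paper proposes that processing into smRNAs may control how abundant functional RNAs are.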

Our finding that any highly base-paired molecule can be processed into smRNAs, may provide an explanation for the restriction of the miRNA biogenesis machinery to specific sites within the plant nucleus (dicing bodies) [39], [40]. An intriguing hypothesis is that the sequestration of proteins involved in miRNA biogenesis and their *MIRNA* substrates to dicing bodies provides specificity to miRNA biogenesis, while protecting other structured RNAs (e.g. rRNA) from these proteins. Our findings suggest further studies of smRNA sources in eukaryotes will reveal additional siRNA-mediated regulatory pathways, as demonstrated, for example, by the analysis of tRNA-derived RNA fragments (tRFs) in human cells [41].

### Comparative genomics of dsRNA “hotspots” reveals functionality within introns, both UTRs, and intergenic regions of the *Arabidopsis* genome

Regulation and maturation of eukaryotic pre-mRNA molecules is intimately linked to the proper formation of secondary structure [2], [3], [6], [7], which suggests that base-paired regions of these molecules are likely to be functionally conserved. To test this hypothesis, we employed a seven-way comparative genomics approach that determines an average conservation score (consScore) for all bases of dsRNA ‘hotspots’ and all other sequences (‘flanking regions’) within the four structural moieties (exons, introns, and both UTRs) of every mRNA. The consScores for dsRNA ‘hotspots’ and ‘flanking regions’ were then compared to determine if base-pairing mediates evolutionary conservation of mRNAs. Using this approach, we found that dsRNA ‘hotspots’ in exons are significantly less evolutionarily conserved than ‘flanking regions’ (Figure 5A), which suggests that intra- and/or intermolecular base-pairing interactions are disfavored in the protein-coding regions of plant mRNAs.

**Figure 5:**
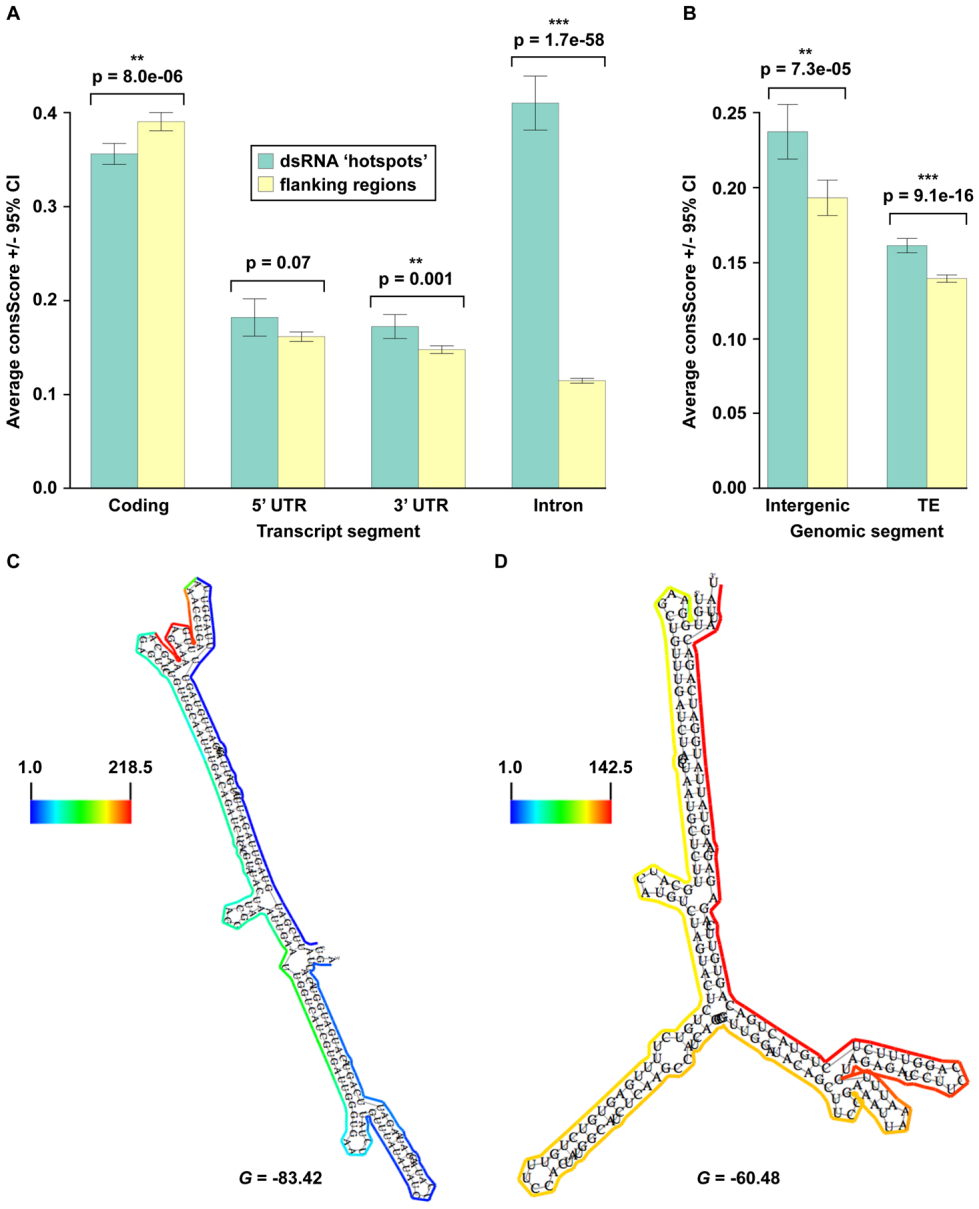
Identification of widespread, conserved functionality within non-coding portions of mRNA (introns, 3′ and 5′ UTRs), intergenic regions, and transposons. (A, B) The average conservation scores (consScore) calculated using a seven-way comparative genomics analysis of dsRNA ‘hotspots’ (green bars) or their flanking regions (yellow bars) in specific portions (coding (exons), 5′ UTR, 3′ UTR, and introns) of pre-mRNAs (A), as well as intergenic regions and transposons (TE) (B). (C, D) Models of secondary structure for *Arabidopsis* (E) *At1g67430* (nt 25262487–25262809) and (F) *At2g40650* (nt 16964129–16964413) intronic functional moieties determined by dsRNA-seq constrained parameters for RNAfold (see below) (screenshots from the structural viewer at http://tesla.pcbi.upenn.edu/annoj_at9/). The scale bar to the left of each model indicates the read counts that are normalized by the length of sequenced bases for the transcript. The multiple alignments for these conserved, intronic dsRNA ‘hotspots’ can be seen in Figure S5A and S5B. *G* denotes the Gibb's free energy value (kilocalories/mole) for the corresponding RNA secondary structure model.

Our comparative genomic analysis of pre-mRNA data also demonstrated that dsRNA ‘hotspots’ are significantly more conserved than ‘flanking regions’ in 3′ UTRs (p = 0.0012) and introns (p = 1.73e–58) (Figure 5A), and that highly base-paired regions within 5′ UTRs (p = .072) were more evolutionarily conserved than ‘flanking regions’, but far less significantly than in 3′ UTRs and introns. This analysis suggests the ability to base-pair is functionally important, and has been selected during plant evolution. Just as selection for protein function maintains exonic sequences, base-pairing interactions may be important for conserving functionally important moieties in non-coding regions of mRNAs. These functions may include 1) providing appropriate structure for post-transcriptional and/or translational regulation, 2) maintaining mRNA stability, 3) providing *cis*-element sites for RNA binding proteins, and/or 4) forming the processed precursors of non-coding RNAs. Similar results have been obtained for *Drosophila melanogaster* and *Caenorhabditis elegans* (Q.Z. and B.D.G., unpublished data), suggesting that the ability to base pair is a critical feature of UTRs and introns in both plants and animals. An mRNA secondary structure prediction methodology (see below) was used to obtain a folded model of two highly conserved intronic dsRNAs (see Figure S5A and S5B for alignments), and suggested that these regions are almost entirely base-paired, and fold into unique, stable secondary structures (Figure 5C and 5D). 

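Each intron was folded with RNAfold alone and with a charge of 10 kcal/mol for each base covered by dsRNA-seq reads of the 2X library of wild-type Col-0 that was left unpaired, and the energy was then taken without the charge. The At1g67430 intron, 323 bases with reads on 80.5% of them, had −64.2 kcal/mol when folded freely and 12.3 kcal/mol under the charge, and its paired bases rose from 63.8% to 77.4%. The At2g40650 intron, 285 bases with reads on 65.3% of them, had −67.4 and −11.3 kcal/mol, and 57.5% and 68.1% of its bases were paired. The strength of the charge moved these energies most. With 1 kcal/mol in place of 10, an alternative chosen after seeing the data, both introns stood at −56.5 kcal/mol, and with bases covered by at least 2 reads that of At2g40650 stood at 1.4 kcal/mol.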

Taken together, our results reveal that dsRNA-seq identifies functionally conserved regions of 5′ and 3′ UTRs and introns transcriptome-wide, and thus provides the critical first step towards understanding how such structural moieties affect the maturation and stability of transcripts in eukaryotic organisms.

We also noticed that a number of our dsRNA ‘hotspots’ are located in transposons and portions of the genome that do not contain any known genes. Comparative analysis revealed that dsRNA ‘hotspots’ in intergenic regions (p = 7.3e–5) and transposons (p = 9.1e–16) are significantly more conserved than their flanking regions (Figure 5B). In the case of transposons, this finding was quite surprising because the majority of these repetitive elements are selectively neutral, especially for ancestral repeats (ARs) [42], [43]. However, our findings demonstrate that the highly antisense-prone transposable element dsRNA ‘hotspots’ (Figure S4C and S4D) have been undergoing a significant purifying selection compared to their ‘flanking regions’, suggesting that these portions of TEs are not selectively neutral, but have important functions in plant cells. An intriguing hypothesis is that a class of smRNAs that are integral to initiate and/or maintain the transcriptional silencing of transposable elements are processed from these conserved highly-base paired regions. Overall, these results reveal functionally conserved portions of transposons, as well as novel, structured RNAs that have not been previously identified.

### Identification and characterization of novel, highly base-paired RNAs with conserved functions in land plants

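In each of the 1602 regions of Table S5, the dsRNA and smRNA read numbers printed in the table equalled a recount of reads that overlap the region. Their coordinates equalled those of a recounted ‘hotspot’ in 1499 regions, and in all of them with the limits of Text S1. The table gives a repeat overlap for 897 regions. Gene-poor windows held 994 of the regions, 62.0%, and their median length was 226 bases with a median of 225 dsRNA reads.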

We identified a total of 1602 novel transcripts, ∼60% of which are unannotated transposable elements and/or simple repeats (Figure 6J; Tables S5 and S6). The other >700 transcripts represent newly identified RNAs. To determine the function of these 1602 transcripts we looked for the presence of these sequences in our flower bud smRNA dataset (see Figure S8 for smRNA analysis). 

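Wild-type Col-0 smRNA reads formed 22320 ‘hotspots’, taken as clusters whose abundance per smRNA site lies above the upper 2.5% point of a Poisson distribution for the chromosome. These overlapped 1451 of the Table S5 regions, 90.6% (interval 89.0–91.9%). The choice between counting and dividing reads with many locations moved this most, and with each read divided by its number of locations 775 regions overlapped one, 48.4%. Table S5 itself names an smRNA ‘hotspot’ for 1437 regions, and 1431 of these overlapped a recounted one.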

1437 (89.7%) of the novel RNAs overlapped regions of the genome that produce significant quantities of smRNAs (smRNA ‘hotspots’, Figure S8) (Figure 6 and Figure S6; Tables S5 and S6). Specifically, >98% of the unannotated transposable elements and/or simple repeats and ∼79% of the entirely novel RNAs produced smRNAs, respectively (Figure 6J). 

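Regions with a repeat overlap in Table S5 had a recounted smRNA ‘hotspot’ in 886 of 897 cases, 98.8%, and the 705 regions without one in 565 cases, 80.1%.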

Most smRNAs from these transcripts were 24 nt in length (Figure 6K and 6L). 

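In the Table S5 regions with a repeat overlap, 72.7% of the wild-type Col-0 smRNA reads of 19–26 nt were 24 nt long, and in those without one 68.0%. Over all regions the share was 72.2% with reads divided by their number of locations and 50.5% with non-redundant sequences. In rdr6 plants 24 nt made up 72.1% of the reads. Among dsRNA-seq reads of the same lengths in these regions, 24 nt made up 35.4% in the 1X library of wild-type Col-0 and 3.74% in that of rdr6.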

In *Arabidopsis*, this size class is highly correlated with DNA methylation and heterochromatin formation [44], suggesting that these loci produce 24 nt smRNAs that direct transcriptional silencing.

**Figure 6:**
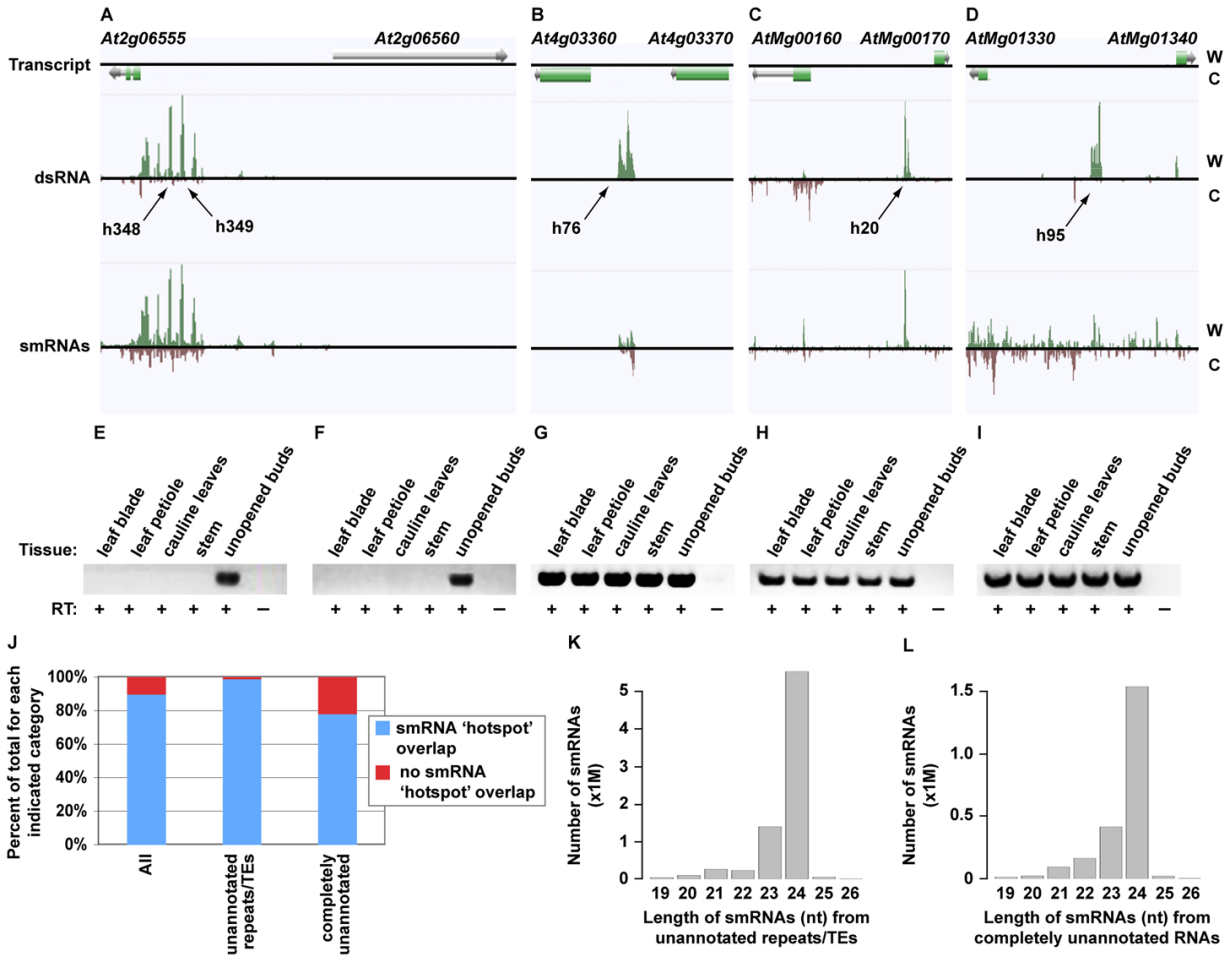
Identification of novel, highly structured RNAs using dsRNA–seq. (A–D) Four examples of intergenic, highly base-paired transcripts (screenshots from http://tesla.pcbi.upenn.edu/annoj_at9). W (red bars) and C (green bars) indicate signal from Watson and Crick strands, respectively. (A) Two intergenic dsRNA ‘hotspots’ (h348 and h349) found between *At2g06555* and *At2g06560*. (B) A novel, base-paired RNA on Chr. 4 between *At4g03360* and *At4g03370*. (C) A Chr. M intergenic dsRNA ‘hotspot’ between *AtMg00160* and *AtMg00170*. (D) An example of a new, highly structured RNA from Chr. M that lies between *AtMg01330* and *AtMg01340*. (E–I) Random-primed RT-PCR analysis of the novel, base-paired RNAs that are pictured in (A–D) using five different *Arabidopsis* tissues (leaf blade, leaf petiole, cauline leaves, stem, and unopened flower bud clusters). (E, F) correspond to h348 and h349 in (A), respectively. (G–I) correspond to (B–D), respectively. Flower bud RNA samples that were not treated with reverse transcriptase serve as controls for this experiment. (J) The percent of total new transcripts for each indicated category that do (blue bars) or do not (red bars) overlap with smRNA ‘hotspots’. There are 1,602, 897, and 705 corresponding transcription units for the All, unannotated repeats/TEs, and completely unannotated categories, respectively. TE, transposable element. (K) The number of smRNAs corresponding to each indicated size class (19–26) produced from the unannotated repeats/TEs. (L) The number smRNAs corresponding to each indicated size class (19–26) produced from the completely unannotated transcription units.

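The ‘hotspot’ h348, between At2g06555 and At2g06560, had 6968 dsRNA reads in the 1X library and 19534 smRNA reads in wild-type Col-0, and h349, next to it, had 9293 and 22432. Their bins had more dsRNA in rdr6 than in wild-type Col-0 (log2 −1.99 and −2.12), and similar smRNA (log2 −0.15 and −0.04). The ‘hotspot’ on chromosome 4:1476284–1476589 had 4234 dsRNA reads, 4194 of them on the Watson strand, and 366 smRNA reads. The mitochondrial ‘hotspots’ had 1286 dsRNA and 753 smRNA reads at 46875–47251, and 12989 and 74 at 334344–334833, all with more than 1 location.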

To validate our sequencing data and further interrogate the newly identified transcription units, we characterized several of these RNAs by reverse transcription (RT) polymerase chain reaction (RT-PCR) in five different *Arabidopsis* tissues (leaf blade, leaf petiole, cauline leaves, stem, and unopened flower buds). We selected four loci that do (see Figure 6A and 6C; Figure S6A, S6C, and S6E; Table S5) and seven RNAs that do not (Figure 6B and 6D; Figure S6B, S6D, S6F, S6G, S6K, S6L, and S6M; Table S5) produce statistically significant amounts of smRNAs (11 total transcripts). As expected, all 11 of these RNAs are expressed in flower buds, the tissue used for the initial analysis of base-paired RNAs. Eight of these transcription units are expressed in all five tissues, and three are expressed only in unopened flower buds (Figure 6E–6I; Figure S6H, S6I, S6J, S6N, S6O, and S6P). Two of these latter transcripts are also the source of smRNAs (Figure 6A and Figure S6A; Table S5). Overall, our findings reveal a large collection of novel, structured RNAs in *Arabidopsis* flower buds, many of which have evolutionarily conserved functions in land plants (Figure 5B, intergenic).

### Using dsRNA–seq data to produce models of mRNA secondary structure genome-wide

In principle, dsRNA-seq data should reveal the pairing status of all sequences within expressed mRNA molecules (Figure 1). If this is true, this approach can be used to generate and/or validate secondary structural predictions on a genome-wide scale. To test this hypothesis, we employed a novel methodology that produces structural models using sequence data obtained with a dsRNA-seq approach. For this analysis, we used sequence data obtained from samples that were processed using two rRNA-depletion steps (2X Ribominus approach (see Text S1; Figure S7)). 

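For the 2X library, RNA of wild-type Col-0 flower buds went through 2 rounds of rRNA depletion and otherwise through the same dsRNA-seq protocol, with 1 library and no replicate. The paper's 31037328 raw reads compare with 13773151 mapped reads, on 2379928 non-redundant sequences, in the counts that the authors deposited, which were prepared as for the 1X library. Of the mapped reads, 2382867 had 1 location. From there the same strands, classes and ‘hotspots’ were computed as for the 1X library, and the 2 libraries were compared in 1 kb bins.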

We used this dataset because - although incredibly similar to the normal dsRNA-seq approach (see Text S1) - it is enriched for sense-strand mRNA sequences (Figure 7A and 7B, Figure S4D, and Figure S7), increasing the likelihood of generating useful secondary structure models. This mRNA secondary structure analysis revealed base-pairing differences between the structural models produced by the RNAfold program of the Vienna package (http://www.tbi.univie.ac.at/~ivo/RNA/) with and without dsRNA-seq constraints. 

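Reads in exons of protein-coding genes had a sense to antisense log2 ratio of 2.76 in the 2X library and 1.32 in the 1X library. These ratios already leave out bases shared with other RNA genes. Over whole protein-coding genes, introns included, such bases left out, the ratio was log2 2.48 in the 2X library.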

Many regions that were predicted not to base-pair, but to form large loops and open regions by non-constrained RNAfold were more highly paired when constrained, and vice versa (see Figure 7C and 7D, http://tesla.pcbi.upenn.edu/annoj_at9/).

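At2g07698, with 2444 bases and reads on 94.1% of them, had 60.8% of its bases paired when folded freely and 76.4% when covered bases were charged for staying unpaired. For At4g02510, with 5495 bases and reads on 59.8% of them, the shares were 63.6% and 71.7%.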

**Figure 7:**
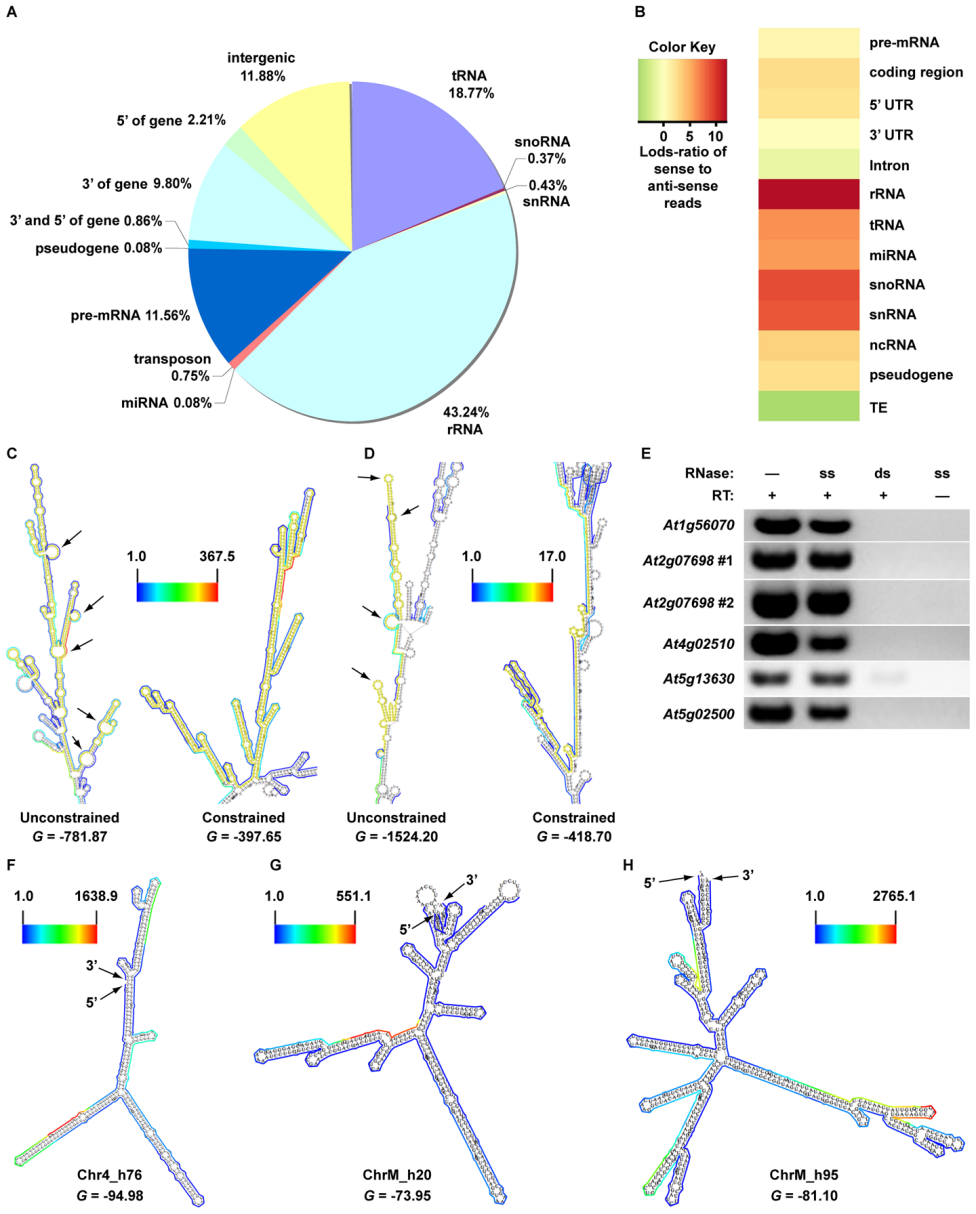
A sequencing-based approach to interrogate mRNA secondary structure genome-wide. (A) Classification of genome-matching dsRNA-seq reads after two rounds of rRNA-depletions (2X Ribominus approach). (B) The heatmap indicates the strand bias of 2X Ribominus dsRNA-seq reads with respect to specific classes of RNA molecules. The color intensities indicate the degree of strand bias as specified by a normalized Lods-ratio value of sense/anti-sense mapping reads (red, sense; green, antisense; yellow, unbiased). TE, transposable element. (C, D) Models of secondary structure for *Arabidopsis* (C) *At2g07698* and (D) *At4g02510* transcripts determined by default (unconstrained) or dsRNA-seq constrained parameters for RNAfold (screenshots from the structural viewer at http://tesla.pcbi.upenn.edu/annoj_at9/). The sequences interrogated in (E) (At2g07698 #1 and At4g02510) are highlighted in yellow. The scale bar between the two models indicates the read counts that are normalized by the length of sequenced bases for the transcript. Black arrows indicate RNA loops that are >5 nt within the yellow shaded portions of the models. *G* denotes the Gibb's free energy value (kilocalories/mole) for the corresponding RNA secondary structure model. (E) Random-primed RT-PCR analysis of dsRNA ‘hotspots’ from *At5g56070*, *At2g07698* (2), *At4g02510*, *At5g13630*, and *At5g02500* after treatment of total RNA samples with either a single-stranded (ss) or double-strand RNase (ds). Samples that were not treated with reverse transcriptase (RT -) or either RNase (-) serve as controls for this experiment. (F–H) Models of secondary structure for *Arabidopsis* (D) chr4_h76 (chr4: nt 1476284–1476589), (E) chrM_h20 (chrM: nt 46875–47251), and (F) chrM_h95 (chrM: nt 334344–334833) novel intergenic transcripts determined by dsRNA-seq constrained parameters for RNAfold (screenshots from the structural viewer at http://tesla.pcbi.upenn.edu/annoj_at9/). The scale bar to the left (F, G) or right (H) of each model indicates the read counts that are normalized by the length of sequenced bases for the transcript. *G* denotes the Gibb's free energy value (kilocalories/mole) for the corresponding RNA secondary structure model.

To test the ability of our structural modeling approach to predict highly base-paired regions, we characterized significantly paired regions of mRNAs (as determined by our methodology) (Figure 7C and 7D, see yellow regions) by reverse transcription (RT) polymerase chain reaction (RT-PCR) after digestion with a single-stranded or double-stranded RNase. We expected that the selected mRNA regions would be sufficiently intact for RT-PCR amplification after treatment with the single-stranded, but not the double-stranded RNase. As predicted, the regions of mRNA molecules determined to be highly base-paired were amplified following treatment with the ssRNase (Figure 7E). Conversely, we could not amplify these same regions after treatment with the dsRNase, which implies that they were completely degraded by this enzyme. These results demonstrated that dsRNA-seq reliably identifies base-paired portions of mRNAs. We also found that the models of secondary structure produced using dsRNA-seq data as constraints are predicted to be stable (Figure 7C, 7D, and 7F–7H, negative *G* values). 

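Folded freely and under the charge, At2g07698 had −746.2 and −285.4 kcal/mol, and At4g02510 had −1644.1 and −518.3 kcal/mol. All of these are negative. The constrained energies are the less stable ones by construction, since free folding already takes the lowest energy, so their direction is no result. A charge of 1 kcal/mol, chosen after seeing the data, moved the constrained energy of At2g07698 most, to −652.6 kcal/mol, and the older energy parameters of the program gave −400.7 kcal/mol.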

In total, these results suggest that the constrained secondary structure models are accurate representations of folded RNAs in solution, providing valuable insight into the pairing status of RNA molecules genome-wide.

Finally, we used our mRNA secondary structure prediction methodology to produce folded models for the novel intergenic transcripts identified by the RNA-seq approach (Figure 6 and Figure S6). These structural models indicated that the new RNAs are highly base-paired, and are folded into a diverse array of stable (negative *G* values) secondary structures (Figure 7F–7H). 

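The chromosome 4 ‘hotspot’, 306 bases with reads on 100% of them, had −57.5 kcal/mol under the charge and −119.1 kcal/mol when folded freely on the plus strand, and −27.1 and −93.3 kcal/mol on the minus strand. Its paired bases rose from 66.7% to 79.7% on the plus strand and from 60.1% to 73.9% on the minus strand. Covered bases were taken from reads of both strands, and the 2X library had 8775 plus and 75 minus reads here. The minus-strand model under the charge therefore rests mostly on reads of the other strand. The mitochondrial ‘hotspots’ were not folded, since the reference sequence of the mitochondrion differs from TAIR9. From the negative G values, among other results, the paper proposes that the constrained models represent folded RNAs in solution.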

Further evidence that these models are likely to be correct is provided by the observation that we obtained no dsRNA-reads for regions that are predicted to contain large loops by both dsRNA-seq data, as well as the RNAfold program of the Vienna package (http://www.tbi.univie.ac.at/~ivo/RNA/). 

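In the freely folded models, bases with and without dsRNA-seq reads were paired in 61.5% and 50.3% of cases for At2g07698, in 64.8% and 61.9% for At4g02510, in 64.6% and 60.3% for the At1g67430 intron and in 61.8% and 49.5% for the At2g40650 intron. The direction reversed with bases covered by at least 2 reads for both introns (63.4% and 64.4%, and 57.48% and 57.59%) and with the older energy parameters for At4g02510 (2045 of 3285 and 1393 of 2210 bases). No test was made of these differences, because neighbouring bases are not independent.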

We believe that these transcriptome-wide mRNA secondary structure models and corresponding web-based viewer (http://tesla.pcbi.upenn.edu/annoj_at9/) will be useful tools for elucidating the function of RNA folding in regulating gene expression and protein translation.

### Conclusions

We describe in this report novel methodologies that produce a comprehensive genomic view of intra- and intermolecular base-paired RNAs at unprecedented resolution. We take advantage of the data from these approaches, which capture intra-molecular base-pairing interactions, to generate models of mRNA secondary structure in solution on a genome-wide scale (Figure 7). Although our methodology reveals the pairing status of RNA molecules in the absence of cellular proteins, previous studies have demonstrated that structural information obtained for RNAs in solution accurately reflects their structure in ribonucleoprotein complexes [3], [45]. Furthermore, our identification of conserved functional RNA domains using dsRNA-seq strongly suggests that RNA molecules are correctly folded into their secondary structure in solution (Figure 5). Overall, our results suggest we have produced highly informative models of mRNA secondary structure on a genome-wide scale for *Arabidopsis*, which can serve as a model for orthologous RNAs from other eukaryotic organisms.

As a resource for the larger community we have made available all sequencing data sets to NCBI Gene Expression OmniBus (GEO), and we have displayed them in a powerful and easy-to-use genome browser, Anno-J (http://tesla.pcbi.upenn.edu/annoj_at9/). Additionally, we have made the models of mRNA secondary structure freely available to the community through a structure viewer that has been incorporated into the dsRNA-seq Anno-J browser. Overall, the methods we have developed, as well as the highly informative sequencing data sets and models of RNA secondary structure that have resulted from this study will contribute positively to future work aimed at illuminating the numerous functions that RNA secondary structure has in regulating eukaryotic gene expression during developmental processes.

## Materials and Methods

### Text S1 information

Further details on the plant materials, experimental procedures, high-throughput sequencing, processing, mapping, and analysis of Illumina GA sequence reads are provided in Text S1. Primers used in this study are listed in Table S7.

### dsRNA–seq library preparation

Briefly, total RNA is subjected to one (1X Ribominus) or two (2X Ribominus) rounds of rRNA depletion as per manufacturer's instructions (Ribominus, Invitrogen (Carlsbad, CA)). Next, these rRNA-depleted RNA samples are treated with a single-strand specific ribonuclease as per manufacturer's instructions (RNase One, Promega (Madison, WI)). The RNA sample is then used as the substrate for sequencing library construction using the Small RNA Sample Prep v1.5 kit (Illumina, San Diego, CA) as per manufacturer's instructions. For more detailed methodology see Text S1 and Figure S1A.

### High-throughput sequencing

smRNA-seq and dsRNA-seq libraries were sequenced using the Illumina Genetic Analyzer II as per manufacturer's instructions (Illumina Inc., San Diego, CA).

### Sequence read processing and mapping

Sequence information was extracted from the image files with the Illumina (San Diego, CA.) base calling software package (GAPipeline version 1.4). Prior to alignment, sequence reads were reduced to a list of only non-redundant (NR) sequences. NR sequences for which a 3′ adapter sequence was observed were truncated up to the junction with the adapter sequence, while sequences without recognizable 3′ adapters were also retained and processed independently. The dsRNA-seq and smRNA-seq reads were then aligned to the *Arabidopsis* genome (TAIR9 assembly). Finally, NR-sequences with their genomic coordinates were combined to form the final dataset. For more detailed methodology see Text S1.

### Identification of dsRNA “hotspots” in the *Arabidopsis* genome

To identify dsRNA ‘hotspots’ in the *Arabidopsis* genome, we utilized a geometric distribution-based approach. For more detailed methodology see Text S1.

### Gene Ontology (GO) enrichment of dsRNA “hotspot”-containing, protein-coding mRNAs

All protein-coding mRNAs overlapping identified dsRNA ‘hotspots’ were subjected to this analysis. Specifically, the GO enrichment analysis was carried out using the GOEAST web-based “Batch-Genes” tool [46].

### Comparative genomics analysis of *Arabidopsis* dsRNA “hotspots”

The plant seven-way comparative genomics analysis was conducted as previously described. (http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto). For more detailed methodology see Text S1.

### RNA structural models

We generated two computational structures for each annotated transcript. The unconstrained structure was obtained by folding with RNAfold v1.8.4 from the Vienna package with default parameters. The constrained structure was obtained with RNAfold using default parameters, but with structural constraints as additional input defined by reads from the dsRNA-seq approach. Specifically, any position covered by at least one mapped dsRNA read was constrained as paired (‘|’ in the structural constraint input); all other positions were left unconstrained (‘.’ in the structural constraint input).

### Anno-J and RNA structure browser

The Anno-J Genome Browser is a REST-based genome annotation visualization program built using Web 2.0 technology. Licensing information and documentation are available at http://www.annoj.org.

We have developed a structure browser enhancement for Anno-J that enables visualization of the mRNA secondary structure models produced as described above. To do this, each predicted model was rendered as a SVG plot using Vienna (http://www.tbi.univie.ac.at/~ivo/RNA/) RNAplot. Reads and other features of interest such as UTR regions for mRNAs were then added to the SVG file. Read counts were normalized by the length of covered nucleotides (e.g. number of nucleotides covered by one or more reads). Users can visualize the structural model for an annotated transcript by selecting the corresponding genomic interval on Anno-J (RNA structures track) or by entering its accession number.

## Supporting Information

Figure S1 Related to Figure 1. (A) Schematic of dsRNA-seq, a novel high-throughput sequencing methodology for identifying and characterizing the dsRNA component of the eukaryotic transcriptome genome-wide. See Text S1 (Supplemental Materials and Methods) for details on the methodology. (B) The relative dsRNA sequence coverage overall (black line) and for 10 classes of RNA molecules (colored lines as specified in legend) as the library subset size changes for the 1X Ribominus dsRNA-seq methodology. (C) The relative dsRNA sequence coverage overall (black line) and for 10 classes of RNA molecules (colored lines as specified in legend) as the library subset size changes for the 2X Ribominus dsRNA-seq methodology.
(8.11 MB TIF) Click here for additional data file.

Figure S2 Related to Figure 2 and Figure 3. (A) The distribution of wild-type Col-0 compared to *rdr6* mutant 1 kb dsRNA-seq differentially expressed (DE) bins along the length of all *Arabidopsis* chromosomes. Each red dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001). Red dots with positive Lods-ratio values are dsRNA-seq DE bins where Col-0> *rdr6*, while negative values denote Col-0< *rdr6*. The blue dots denote known RDR6 TAS substrates as specified. (B) The distribution of wild-type Col-0 compared to *rdr6* mutant 1 kb dsRNA-seq differentially expressed (DE) bins along the length of all *Arabidopsis* chromosomes that correspond to the indicated classes of transcripts. All identified *TAS* transcripts (7/8) are marked with large purple diamonds and labeled. Each green dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001) that corresponds to a protein-coding mRNA. Each black dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001) that corresponds to tandem repeats. Each red dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001) that corresponds to a Gypsy transposon. Each blue dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001) that corresponds to a MuDR transposon. Each fuchsia dot denotes a specific 1 kb dsRNA-seq DE bin (fold change ≥2 and p<.001) that corresponds to a Helitron transposon. All other 1 kb dsRNA-seq genomic bins are marked in grey. (C) The distribution of 1 kb DE bins along all *Arabidopsis* chromosomes where Col-0> *rdr6* in both dsRNA- and smRNA-seq datasets (fold change ≥2 and p<.001). Values above black line denote Lods-ratio for dsRNA-seq DE bins, and values below black line denote results from smRNA-seq analysis. Blue and green dots highlight known RDR6 substrates, TASs and PPRs, respectively. (D) Identifying RDR6 substrates that produce phased smRNAs. (Top) This figure demonstrates the smRNA-seq reads for wild-type Col-0 (red bars) compared to *rdr6* mutant (green bars) plants for an smRNA-producing RDR6 target region in *At2g27400* (*TAS1a*). (Bottom box) The graph shows phase signals from wild-type Col-0 (red line) compared to *rdr6* mutant (green line) smRNA sequence reads for this region of *TAS1a*. Taken together, these results suggest that our analysis can identify phased smRNA-producing substrates of RDR6 in unopened flower buds of *Arabidopsis*.
(7.37 MB TIF) Click here for additional data file.

Figure S3 Related to Figure 2 and Figure 3. (A) The size distribution of dsRNA-seq reads obtained from unopened flower buds of wild-type Col-0 plants using normal and 2X Ribominus dsRNA-seq approaches. The left graph shows the size distribution of all raw dsRNA-seq reads for wild-type Col-0 plants using the normal (yellow bars) and 2X (green bars) Ribominus approaches. The right graph shows the size distribution of all non-redundant (NR) dsRNA-seq reads for wild-type Col-0 plants using the normal (yellow bars) and 2X (green bars) Ribominus approaches. (B) The size distribution of smRNA-seq reads obtained from unopened flower buds of wild-type Col-0 plants (see Figure S8 for analysis). The left graph shows the size distribution of all raw smRNA-seq reads for wild-type Col-0 plants, while the right graph shows the size distribution of all non-redundant (NR) smRNA-seq reads for wild-type Col-0 plants. (C) The size distribution of dsRNA-seq reads obtained from unopened flower buds of *rdr6-11* mutant plants using the normal Ribominus approach. The left graph shows the size distribution of all raw dsRNA-seq reads for *rdr6-11* mutant plants, while the right graph shows the size distribution of all non-redundant (NR) dsRNA-seq reads for *rdr6-11* mutant plants. (D) The size distribution of smRNA-seq reads obtained from unopened flower buds of *rdr6-11* mutant plants. The left graph shows the size distribution of all raw smRNA-seq reads for *rdr6-11* mutant plants, while the right graph shows the size distribution of all non-redundant (NR) smRNA-seq reads for *rdr6-11* mutant plants.
(7.26 MB TIF) Click here for additional data file.

Figure S4 Related to Figure 4, Figure 5, and Figure 7. (A) The distribution of dsRNA ‘hotspots’ identified using the normal (1X Ribominus) dsRNA-seq dataset along the length of all (as specified) *Arabidopsis* chromosomes. Red dots denote specific ‘hotspots’. (B) The distribution of dsRNA ‘hotspots’ identified using the 2X Ribominus dsRNA-seq dataset along the length of all (as specified) *Arabidopsis* chromosomes. Red dots denote specific ‘hotspots’. (C, D) Strand-bias of *Arabidopsis* dsRNA ‘hotspots’. (C) The heatmap indicates the strand bias of dsRNA ‘hotspots’ identified with the 1X Ribominus dataset with respect to specific classes of RNA molecules. The color intensities indicate the degree of strand bias as specified by a normalized Lods-ratio value of sense/anti-sense mapping reads (red, sense; green, antisense; yellow, unbiased). TE, transposable element. (D) The heatmap indicates the strand bias of dsRNA ‘hotspots’ identified with the 2X Ribominus dataset with respect to specific classes of RNA molecules. The color intensities indicate the degree of strand bias as specified by a normalized Lods-ratio value of sense/anti-sense mapping reads (red, sense; green, antisense; yellow, unbiased). TE, transposable element.
(7.27 MB TIF) Click here for additional data file.

Figure S5 Related to Figure 5 and Figure 7. (A, B) Identification of widespread conserved functionality within non-coding portions (introns) of mRNA. (A) The top figure is a model demonstrating the position of the dsRNA ‘hotspot’ within the 3rd intron (from the 5′ end) of *At1g67430*. The black lines delineate the positions within the intron that are demonstrated in the multiple alignment directly below. The bottom figure is the multiple alignment of the best orthologous sequences from six of the seven interrogated plant species. The black bars below the alignments demonstrate the conservation scores for each nucleotide position within the alignment. The red box delineates the position of the dsRNA ‘hotspot’ identified by our geometric distribution-based analysis. (B) The top figure is a model demonstrating the position of the dsRNA ‘hotspot’ within the 5th intron (from the 5′ end) of *At2g40650*. The black lines delineate the positions within the intron that are demonstrated in the multiple alignment directly below. The bottom figure is the multiple alignment of the best orthologous sequences from all seven interrogated plant species. The black bars below the alignments demonstrate the conservation scores for each nucleotide position within the alignment. The red box delineates the position of the dsRNA ‘hotspot’ identified by our geometric distribution-based analysis. (C, D) Identification of widespread conserved functionality within non-coding portions of mRNA (introns, 3′ and 5′ UTRs), intergenic regions, and transposons. (C, D) The average conservation scores (consScore) calculated using a seven-way comparative genomics analysis of dsRNA ‘hotspots’ (green bars) or their flanking regions (yellow bars) in specific portions (coding (exons), 5′ UTR, 3′ UTR, and introns) of pre-mRNAs (C), as well as intergenic regions and tranposons (TE) (D) from the 2X Ribominus approach.
(7.91 MB TIF) Click here for additional data file.

Figure S6 Related to Figure 6. Identification of novel, highly structured RNAs using dsRNA-seq. (A–D) Four examples of intergenic, highly base-paired transcripts (screenshots from http://tesla.pcbi.upenn.edu/annoj_at9). W (red bars) and C (green bars) indicate signal from Watson and Crick strands, respectively. (A) Two intergenic dsRNA ‘hotspots’ (h348 and h349) found between *At2g06555* and *At2g06560*. (B) A novel, base-paired RNA on Chr. 4 between *At4g03360* and *At4g03370*. (C) A Chr. M intergenic dsRNA ‘hotspot’ between *AtMg00160* and *AtMg00170* (D) An example of a new, highly structured RNA from Chr. M that lies between *AtMg01330* and *AtMg01340*. It is of note that these figures demonstrate a more zoomed in representation of the genomic loci that can be seen in Figure 6. (E–G) Three additional examples of intergenic, highly base-paired transcripts (screenshots from http://tesla.pcbi.upenn.edu/annoj_at9). W (red bars) and C (green bars) indicate signal from Watson and Crick strands, respectively. (E) An intergenic dsRNA ‘hotspot’ found between *At1g66400* and *At1g66410*. (F) A novel, base-paired RNA on Chr. 5 between *At5g51670* and *At5g51680*. (G) A Chr. 5 intergenic dsRNA ‘hotspot’ between *At5g54180* and *At5g54190*. (H–J) Random-primed RT-PCR analysis of the novel, base-paired RNAs that are pictured in E–G using five different *Arabidopsis* tissues (leaf blades, leaf petioles, cauline leaves, stems, and unopened flower bud clusters). (H–J) correspond to (E–G), respectively. Unopened flower bud RNA samples that were not treated with reverse transcriptase serve as controls for this experiment. (K–M) Three additional examples of intergenic, highly base-paired transcripts (screenshots from http://tesla.pcbi.upenn.edu/annoj_at9). W (red bars) and C (green bars) indicate signal from Watson and Crick strands, respectively. (K) An intergenic dsRNA ‘hotspot’ found between *At2g07678* and *At2g07669*. (L) A novel, base-paired RNA on Chr. 2 between *At2g20410* and *At2g20420*. (M) A Chr. 4 intergenic dsRNA ‘hotspot’ between *At4g18422* and *At4g18425*. (N–P) Random-primed RT-PCR analysis of the novel, base-paired RNAs that are pictured in (K–M) using five different *Arabidopsis* tissues (leaf blades, leaf petioles, cauline leaves, stems, and unopened flower bud clusters). (N–P) correspond to (K–M), respectively. Unopened flower bud RNA samples that were not treated with reverse transcriptase serve as controls for this experiment.
(8.61 MB TIF) Click here for additional data file.

Figure S7 Related to Figure 7. Highly base-paired segments of the *Arabidopsis* genome (dsRNA ‘hotspots’). (A) Approximate genomic distribution (∼100 kb resolution) and length of dsRNA ‘hotspots’ along *Arabidopsis* Chr. 1 identified using the 2X Ribominus dataset (B) Classification of dsRNA ‘hotspots’ identified using the 2X Ribominus dataset. TE, transposable element. (C) The 18 most significantly enriched molecular functions for protein-coding mRNAs that contain dsRNA ‘hotspots’ identified using the 2X Ribominus dataset. Red labels indicate nucleic acid biology GO categories. (D) The percent of nucleotides within dsRNA ‘hotspots’ hotspots' identified using the 2X Ribominus dataset that were found to produce smRNAs. The smRNA data used for this analysis is described in Figure S8.
(7.87 MB TIF) Click here for additional data file.

Figure S8 Related to Figure 2, Figure 3, Figure 4, and Figure 6. The smRNA component of the *Arabidopsis* unopened flower bud transcriptome. (A) The pie chart demonstrates the classification of smRNA sequencing data from *Arabidopsis* unopened flower buds. (B) Distribution of smRNA ‘hotspots’ along the length of Chromosome 1. Red dots denote specific smRNA ‘hotspots’. (C) Classification of all smRNA ‘hotspots’ in the *Arabidopsis* unopened flower bud transcriptome. (D) The graph shows the overlap between smRNA ‘hotspots’ and dsRNA-seq data along the length of *Arabidopsis* Chr. 1. Red dots denote smRNA “hotspots” that overlap with dsRNA “hotspots”. Green dots denote smRNA ‘hotspots’ that overlap with dsRNA-seq reads covering non-hotspot genomic regions. (E) The distribution of smRNA ‘hotspots’ along the length of all *Arabidopsis* chromosomes. Red dots denote specific ‘hotspots’.
(7.83 MB TIF) Click here for additional data file.

Figure S9 Related to Figure 4 and Figure S7. (A) The relative highly base-paired RNA (dsRNA ‘hotspot’) coverage overall (black line) and for 10 classes of RNA molecules (colored lines as specified in legend) as the library subset size changes for the 1X Ribominus dsRNA-seq methodology. (B) The relative highly base-paired RNA (dsRNA ‘hotspot’) coverage overall (black line) and for 10 classes of RNA molecules (colored lines as specified in legend) as the library subset size changes for the 2X Ribominus dsRNA-seq methodology. This analysis is not informative for miRNAs because too few or no dsRNA ‘hotspots’ are found in this class of RNA molecules for the normal (1X) or 2X Ribominus approaches, respectively. Therefore, they have been intentionally excluded from these graphs.
(7.81 MB TIF) Click here for additional data file.

Table S1 *Arabidopsis* RDR6 substrates determined using the combination of dsRNA- and smRNA-seq.
(0.06 MB XLS) Click here for additional data file.

Table S2 RDR6 substrates that produce phased siRNAs.
(0.03 MB XLS) Click here for additional data file.

Table S3 Normal (1X Ribominus) dsRNA-seq dsRNA ‘hotspots’.
(2.82 MB XLS) Click here for additional data file.

Table S4 2X Ribominus dsRNA-seq dsRNA ‘hotspots’.
(2.24 MB XLS) Click here for additional data file.

Table S5 Normal (1X Ribominus) dsRNA-seq novel RNAs.
(0.30 MB XLS) Click here for additional data file.

Table S6 2X Ribominus dsRNA-seq novel RNAs.
(0.16 MB XLS) Click here for additional data file.

Table S7 Primers used.
(0.03 MB XLS) Click here for additional data file.

Text S1 Supplemental text.
(1.03 MB DOC) Click here for additional data file.

# Supplementary material for: Genome-Wide Double-Stranded RNA Sequencing Reveals the Functional Significance of Base-Paired RNAs in Arabidopsis
**Source:** PLoS Genet. 2010 Sep 30;6(9):e1001141. doi: 10.1371/journal.pgen.1001141
**Supplement:** Text S1 — Supplemental text. (1.03 MB DOC)

**Genome-wide double-stranded RNA sequencing reveals the functional significance of base-paired RNAs in *Arabidopsis***

Qi Zheng1,2,7, Paul Ryvkin3,7, Fan Li3, Isabelle Dragomir1, Otto Valladares4, Jaime Yang1,2, Kajia Cao4, Li-San Wang2,3,4,5,6,*, and Brian D. Gregory1,2,3,*

# TEXT S1 INVENTORY

1. Text S1 contains Supplemental Results and is related to Figures 4-7. Supplemental Results describe the results obtained using an additional (2X Ribominus) dsRNA-seq approach. Additionally, there is a Supplemental Results section describing the findings from an analysis performed on a smRNA-seq dataset for wild-type Col-0 that is referred to in Figures 2, 3, 4 and 6.
2. Text S1 contains Supplemental Materials and Methods. Supplemental Materials and Methods describe all methodologies used in for the research in this manuscript thoroughly
3. Text S1 contains Supplemental References.
4. Figure S1 is related to Figure 1 and is a schematic of the dsRNA-seq methodologies employed, developed, and used in this manuscript, as well as an evaluation of total dsRNA coverage by the dsRNA-seq methodology.
5. Figure S2 is related to Figure 2 and contains data complementary to the panels of Figure 2.
6. Figure S3 is related to Figures 2 and 3 and describes the size distribution of the sequencing reads for all dsRNA-seq and smRNA-seq libraries presented in this manuscript
7. Figure S4 is related to Figure 4 and demonstrates the chromosomal distribution and strand bias data for dsRNA ‘hotspots’ identified with both the normal (1X Ribominus) and 2X Ribominus dsRNA-seq approaches.
8. Figure S5 is related to Figure 5 and presents the multiple alignments of two highly conserved intronic dsRNA ‘hotspots’, as well as the results from the comparative genomics analysis of the 2X Ribominus dsRNA-seq dataset.
9. Figure S6 is related to Figure 6 and provides zoomed in screen shots of the novel transcription units shown in Figure 6, as well as characterization of additional novel transcription units.
10. Figure S7 is related to Figure 7 and presents the dsRNA ‘hotspot’ analysis for the 2X Ribominus dsRNA-seq approach.
11. Figure S8 is related to Figures 2, 3, 4 and 6 and presents the analysis of smRNAs from flower buds of wild-type Col-0 that is used to determine the interconnections between dsRNAs and smRNAs in this manuscript.
12. Figure S9 is related to Figures 4 and S7 and presents the analysis of total dsRNA ‘hotspot’ coverage by the normal (1X Ribominus) and 2X Ribominus dsRNA-seq approaches.
13. Table S1 is related to Figures 2 and 3 and contains the pertinent information for the 218 1kilobase (kb) regions that have increased dsRNA and smRNAs in wild-type Col-0 compared to *rdr6* mutant plants.
14. Table S2 is related to Figures 2 and 3 and contains the pertinent information for the 49 1kb regions that produce phased siRNAs, which were identified from a phasing analysis (see above) of the 218 1 kb regions that can be viewed in Table 1.
15. Table S3 is related to Figures 4, 5, and 6 and contains the pertinent information for all dsRNA hotspots identified by the normal (1X Ribominus) dsRNA-seq methodology.
16. Table S4 is related to Figures 7 and S7 and contains the pertinent information for all dsRNA hotspots identified by the 2X Ribominus dsRNA-seq approach that is utilized for RNA secondary structure modeling in this manuscript.
17. Table S5 is related to Figures 4, 5, and 6 and contains the pertinent information for all novel base-paired RNAs identified by the normal (1X Ribominus) dsRNA-seq methodology. This table also contains the overlap information for intergenic dsRNA ‘hotspots’ and smRNAs.
18. Table S6 is related to Figures 7 and S7 and contains the pertinent information for all novel base-paired RNAs identified by the 2X Ribominus dsRNA-seq methodology. This table also contains the overlap information for intergenic dsRNA ‘hotspots’ and smRNAs.
19. Table S7 is related to Figures 3, 6, and 7 and contains the pertinent information for all oligonucleotide primers that were used in this study.

# SUPPLEMENTAL RESULTS

***An additional approach to interrogate the dsRNA component of the Arabidopsis transcriptome***

To obtain a transcriptome-wide view of base-paired RNA (dsRNA) in unopened flower buds of *Arabidopsis thaliana* Col-0 ecotype (hereafter referred to as wild-type Col-0), we married classical nuclease-based structure mapping techniques with high-throughput sequencing technologies (see Figure S1, and Text S1 for details). We also characterized the dsRNA component of the *Arabidopsis* transcriptome after two rounds of ribosomal RNA (rRNA)-depletion, and obtained 31,037,328 raw reads representing 12,243,295 non-redundant (NR) sequences with an average clone-abundance of 2.5. 

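Mapped reads of the 2X library were 15 to 38 nt long, with 15.8% at 38 nt and 4.16% at 24 nt.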

(The size distributions for this dataset can be seen in Figure S3A.) We obtained more sequence reads for the 2X Ribominus approach because we needed increased read coverage of mRNA molecules for our novel mRNA structure modeling approach (Figure 7).

As expected, we found that the majority of our dsRNA sequencing reads for the 2X Ribominus approach corresponded to highly structured classes of RNA molecules that are composed of numerous self-complementary fold-back regions (e.g., rRNA, tRNA, snoRNA, snRNA, etc.), known smRNA-producing loci (e.g., miRNAs), and repetitive elements (e.g., transposons) (Figures 7A and 7B). 

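By class, 44.7% of the mapped 2X reads were rRNA, 20.4% other non-coding RNA, 16.9% tRNA, 10.7% protein-coding, 2.82% in no annotated gene, 1.36% snoRNA, 0.905% pseudogene, 0.492% snRNA and 0.128% miRNA, and 1.59% had mitochondrial locations only.

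**Figure D5:**
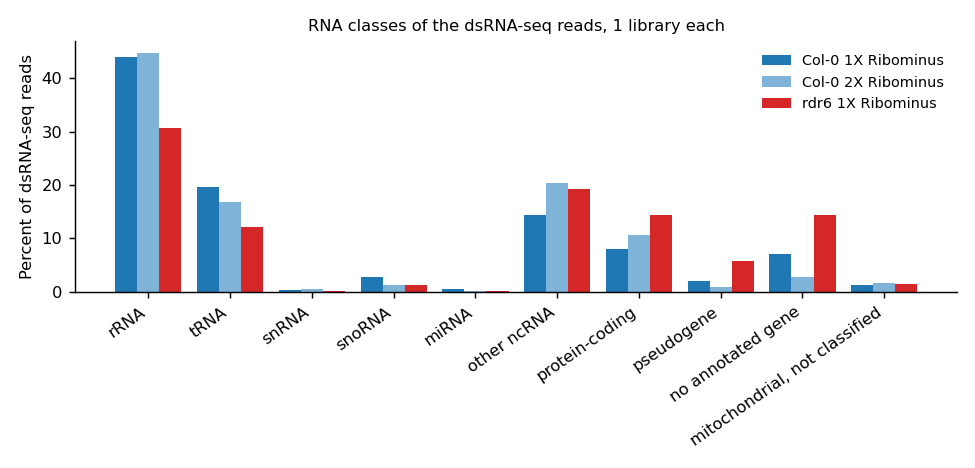
Percent of mapped reads in each class in the 3 dsRNA libraries, wild-type Col-0 1X and 2X and rdr6. The rdr6 library has the smallest rRNA bar, 30.8%, and the largest bar for reads in no annotated gene, 14.4%.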

We also found a large proportion of dsRNAs that correspond to *Arabidopsis* protein-coding transcripts, which likely represent the self-complementary, base-pairing regions that form the secondary structure of mRNA molecules (Figures 7A and 7B). It is of note that dsRNA-seq data mapped to all portions of protein-coding mRNAs, including introns, exons, and both (3’ and 5’) UTRs. Therefore, the dsRNA-seq methodology can identify base-paired regions within both mature and preprocessed mRNA molecules. (For this reason, we refer to protein-coding mRNAs within this manuscript as pre-mRNA.) Overall, our dsRNA-seq approach is highly biased towards classes of RNA molecules that are highly base-paired in nature, which strongly suggests this approach is interrogating the desired component of the transcriptome.

The strand-specific nature of our novel methodology affords us the opportunity to distinguish between intra-molecular fold-back dsRNAs and inter-molecular heteroduplex molecules. To determine the strand bias for the different classes of RNAs captured by dsRNA-seq, we interrogated the ratio of sense versus anti-sense sequencing reads. As indicated by the Log-odds (Lods) values of sense to antisense reads, the majority of RNA classes were strongly enriched for sense-mapping reads, especially for the non-coding RNA classes (rRNA, tRNA, snoRNA, etc.) (Figure 7B). Specifically, functional RNAs (tRNA, miRNA, snoRNA, snRNA, and rRNA) were between 100-1000 fold enriched for the sense compared to the antisense-strand in the 2X Ribominus dsRNA-seq datasets (Figure 7B). Conversely, we identified a strong anti-sense bias in our dsRNA-seq data for transposable element-derived sequences. This may reflect an amplification of the antisense transposon sequence by an RNA-dependent RNA polymerase (RDR) to initiate production of siRNAs and subsequent RNA silencing of these mobile elements. 

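The 2X library had sense to antisense log2 ratios of 12.18 for rRNAs, 8.52 for snRNAs, 6.69 for tRNAs, 4.98 for snoRNAs and 3.31 for miRNAs. With reads of 1 location those of snoRNAs and miRNAs were 10.92 and 5.43.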

For protein coding regions (exons) of mRNAs, there was a significant sense-strand bias was significantly increased for the 2X Ribominus (~32-fold) compared to the normal (1X) Ribominus (~8-fold) approach. This is likely due to the significant increase in pre-mRNA data obtained utilizing the 2X Ribominus compared to the normal (1X) Ribominus approach (compare Figures 7A to 1A). 

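In coding sequence, outside bases shared with other RNA genes, the 2X library had a sense to antisense ratio of 10.3-fold (log2 3.37). The ratio was 34.3-fold with reads of 1 location and 16.3-fold with non-redundant sequences.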

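The 2X log2 ratios of sense to antisense reads were 2.03 in 5′ UTRs and 0.27 in 3′ UTRs, and reads in introns were 2.08-fold more often sense.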

Note that there is no sense strand bias for dsRNA-seq data that corresponds to introns or 3’UTRs of mRNA molecules (see manuscript for discussion). Taken altogether, these results suggest that our approaches are incredibly similar in their identification of the majority of base-paired RNA molecules (Figures S1B and S1C), which encompass a surprisingly large portion of the *Arabidopsis* genome (~14.4% (17.3 Mb)).

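Reads of the 2X library covered 16.5 Mb, 13.8% of the bases of the 7 chromosomes.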

***Identification of dsRNA ‘hotspots’ in the Arabidopsis genome using 2X Ribominus dsRNA-seq***

We next identified regions of the *Arabidopsis* genome that are significantly enriched for base-paired RNA. For this purpose, we used a geometric distribution-based approach to identify unusually long dsRNA molecules (dsRNA ‘hotspots’) based on the average size of dsRNAs computed for each chromosome independently. This analysis revealed 8,965 dsRNA ‘hotspots’ of varying lengths that are scattered along the entire length of all *Arabidopsis* chromosomes for the 2X Ribominus dataset (Figures S7A and S4B; Table S4). Additionally, we found that the highly repetitive, transposon-rich pericentromeric regions of the *Arabidopsis* genome are highly augmented for dsRNA molecules specifically within the normal (1X Ribominus) dsRNA-seq dataset (Figure 4A, 4B, and S4B). 

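In the 2X library 9507 dsRNA ‘hotspots’ were found, and 8966 with the length limits of Text S1. Joining reads on each strand separately moved the number most, to 13735, and reads with 1 location gave 6686. Of the 1X ‘hotspots’ 37.2% overlapped a 2X ‘hotspot’, and of the 2X ‘hotspots’ 44.2% overlapped a 1X one.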

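Gene-poor windows held 2464 of the 9362 nuclear ‘hotspots’ of the 2X library, 26.3%.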

Depletion of pericentromeric dsRNA ‘hotspots’ in the 2X Ribominus dataset (Figures S7A, S7B, and S4B) is likely a consequence of the additional heating and renaturation procedures involved in the extra rRNA-depletion, which reduced the representation of intermolecular heteroduplex dsRNA molecules in general (compare Figures 7B and 1B). Such RNA molecules would encompass the heteroduplex dsRNAs synthesized by *Arabidopsis* RDR2 that are necessary for siRNA production and subsequent *cis* transcriptional silencing of transposons and repetitive elements in the pericentromeric regions of *Arabidopsis* chromosomes [1,2,3,4]. 

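Between the 1X and 2X libraries, 16869 bins of 1 kb had at least 2-fold more reads in the 1X library and 6067 had at least 2-fold more in the 2X library. Bins of the first kind lay in gene-poor windows in 50.0% of cases, and bins of the second kind in 4.84%. Without reads of 20–25 nt, an alternative chosen after seeing the data that moved the number most, 7812 bins differed in either direction. From the loss of pericentromeric dsRNA after the second round of depletion, the paper proposes that the additional heating and renaturation reduced the heteroduplexes between molecules.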

Overall, these findings not only substantiate that dsRNA-seq interrogates the desired portion of the transcriptome, but also suggest that, as expected, *Arabidopsis* transposons and repetitive elements are highly enriched in dsRNA on a genome-wide scale.

A classification of *Arabidopsis* dsRNA ‘hotspots’ identified with both the normal (1X Ribominus) and the 2X Ribominus approaches revealed that transposons and protein-coding mRNAs are the two most highly base-paired classes of RNA molecules (Figures 4B and S7B). 

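Outside the mitochondrion, 69.9% of the 9390 ‘hotspots’ of the 2X library overlapped a protein-coding gene, 15.8% no annotated gene and 12.3% a pseudogene.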

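A ‘hotspot’ of the 2X library was found in 3980 protein-coding genes, and in both libraries 1480 genes had one. Reads with 1 location gave 3895 and 1770 in the same order. In the 2X library 87.4% of the ‘hotspot’ bases of these genes lay in coding sequence.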

In fact, we identified 1949 and 3867 protein-coding mRNAs that contained dsRNA ‘hotspots’ for the normal (1X Ribominus) and 2X Ribominus methodologies, respectively (Figures 4C and 4D), and the majority (1476) of these transcripts overlap between the two approaches. Therefore, we determined whether there were any over-represented molecular functions for the encoded proteins of these mRNAs by utilizing classical Gene Ontology (GO) analysis. We found that a number of molecular functions were over-represented in this set of transcripts (Figures 4C and S7C). In particular, we observed that ribulose-bisphosphate carboxylase was the most significantly over-represented molecular function for dsRNA ‘hotspot’-containing mRNAs identified by both the normal (1X Ribominus) and 2X Ribominus methods. Additionally, this analysis revealed that functions involving nucleic acid biology were significantly over-represented by transcripts containing dsRNA ‘hotspots’. These results suggest that transcripts encoding proteins that function in processes involving nucleic acids in eukaryotic cells (e.g., translation, nucleic acid binding, etc.) are highly-enriched in RNA secondary structure through self base-pairing interactions. It is of note that we have obtained similar results for dsRNA ‘hotspot’-containing transcripts of *Drosophila melanogaster* and *Caenhorabitis elegans* (Q.Z. and B.D.G., unpublished data). 

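The chloroplast gene rbcL had 58280 sense and 107 antisense reads in the 2X library, and all of the Rubisco genes had a 2X ‘hotspot’ against 15.9% of the other genes (Fisher's exact test, adjusted p = 2.1e-05).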

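In the 2X library a ‘hotspot’ was found in 181 of 345 ribosomal protein genes, 52.5% against 15.4% of the other genes (odds ratio 6.08, Fisher's exact test, adjusted p = 1.7e-55), in 49 of 114 translation factor genes, 43.0% against 15.7% (odds ratio 4.03, adjusted p = 1.4e-11), and in 11 of 14 chlorophyll-binding protein genes (odds ratio 19.5, adjusted p = 6.1e-07).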

In total, the GO analysis of dsRNA ‘hotspot’-containing mRNAs suggests a propensity to form complex secondary structure (self base-pairing) is a general feature of eukaryotic transcripts whose encoded proteins function in processes involving nucleic acids. Furthermore, our results hint at a possible feedback regulatory mechanism dependent on the nucleic acid-based function of the encoded protein products and the highly structured nature of the RNA molecule intermediate.

The biogenesis of all functional small silencing RNAs (e.g. miRNAs and siRNAs) requires a dsRNA intermediate. Therefore, we determined the propensity of highly base-paired regions (dsRNA ‘hotspots’) within 10 different classes of RNA molecules to be processed into smRNAs (Figure S7D) using smRNA-seq data for the same RNA samples that were interrogated with the dsRNA-seq methodology (see Figure S8 for smRNA data analysis). We found that the highly base-paired regions within 8 of 10 (there was not data for miRNAs for the 2X Ribominus approach) interrogated RNA categories were extremely likely to be processed into smRNAs, the exception being pre-mRNA molecules (Figure S7D). Although these results were expected for transposable elements and miRNAs, which are known to be smRNA biogenesis substrates, it was surprising that functional RNAs (e.g. rRNA, tRNA, snRNA, etc.) also have a high likelihood of being processed into smRNAs because intramolecular base-pairing interactions are necessary for their function.

***Comparative genomics of 2X Ribominus dsRNA ‘hotspots’ reveals*** *functionality within introns, both UTRs, and intergenic regions of the Arabidopsis genome*

Regulation and maturation of eukaryotic pre-mRNA molecules is intimately linked to proper formation of secondary structure [5,6,7,8]. Such observations suggest that base-paired regions in mRNAs might be functionally conserved throughout evolution. To test this hypothesis, we employed a seven-way comparative genomics approach to evaluate the sequence conservation of dsRNA ‘hotspots’ within exons (coding), introns, and both (5’ and 3’) UTRs of mRNAs compared to all other sequences within the same structural category (‘flanking regions’) for all transcripts. Specifically, an average conservation score (consScore) was calculated for all bases within dsRNA ‘hotspots’ and ‘flanking regions’ for the four structural moieties of every mRNA. The consScores for dsRNA ‘hotspots’ and ‘flanking regions’ were then used to determine whether there is a significant difference in evolutionary conservation. Using this approach, we found that dsRNA ‘hotspots’ in exons are significantly less evolutionarily conserved than ‘flanking regions’ (Figure S5C). These results suggest that intra- and/or intermolecular base-pairing interactions are disfavored in the protein-coding regions of plant mRNAs.

Our comparative genomic analysis of pre-mRNA data obtained with the 2X Ribominus approach revealed that dsRNA ‘hotspots’ are significantly more conserved than ‘flanking regions’ in all three non-protein coding portions of mRNA (see Figures S5C, 5’ UTRs, p = .03; 3’ UTRs, p = 3.5e-5; introns, p = 6.0e-158). Overall, our analyses of the 2X Ribominus dsRNA-seq approach produced strikingly similar results to the normal (1X Ribomimus) methodology. Therefore, these methods can be (for the most part) used interchangeably.

We also noticed that a number of our dsRNA ‘hotspots’ are located in transposons and portions of the genome that do not contain any known elements (intergenic regions). To determine if these highly base-paired RNAs are more evolutionarily conserved, we used our seven-way comparative genomics approach on the 2X Ribominus dsRNA-seq dataset, and found that dsRNA ‘hotspots’ in intergenic regions (p = 1.5e-10) and transposons (p = 2.9e-24) are significantly more conserved than their ‘flanking sequences’ (Figure S5D) just like we observe with the normal (1X Ribominus) dsRNA-seq dataset (Figure 5B). Thus, either dsRNA-seq approach can be utilized to identify novel, highly base-paired, functional RNAs (Figures 5B, S5D, and 6; Tables S5 and S6).

*Identification and characterization of novel, highly base-paired RNAs with conserved functions in land plants using either dsRNA-seq approach*

As stated above, we observed that many dsRNA ‘hotspots’ are located in intergenic regions. Furthermore, these RNAs tend to be under purifying selection, suggesting they are functional (Figures 5B and S5D, intergenic). Specifically, the normal (1X Ribominus) and 2X Ribominus approaches identified a total of 1602 and 814 novel transcription units, respectively (Tables S5 and S6). 

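Read numbers in Table S6 equalled the recount in all 814 regions. With the length limits of Text S1 their coordinates equalled those of a ‘hotspot’ in each case, and with the limits derived from the counts in 747. Gene-poor windows held 460 of them, 56.5%.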

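By coordinates, 462 regions of Table S5, 28.8%, share at least 1 base with a region of Table S6, and 553 regions of Table S6, 67.9%, share at least 1 base with one of Table S5.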

We found that 656 of these novel RNAs (40.9% and 82.2% from normal and 2X Ribominus, respectively) are identified by both methodologies. Overall, ~50% of the newly identified RNAs are unannotated transposable elements and/or simple repeats (Tables S5 and S6). Thus, we have identified ~700 entirely novel, highly base-paired (structured) RNAs scattered throughout the *Arabidopsis* genome, many of which are functionally conserved in land plants (Figures 5B, S5D, and 6J).

To determine a function for at least a subset of the newly identified RNAs, we interrogated the overlap between these loci and the smRNA component of the *Arabidopsis* unopened flower bud transcriptome (see Figure S8 for smRNA analysis). 

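Of the 814 regions of Table S6, 612 overlapped a recounted smRNA ‘hotspot’, 75.2% (interval 72.1–78.0%). The share was 98.3% for the 360 with a repeat overlap and 56.8% for the 454 without. With each read divided by its number of locations 422 regions, or 51.8%, overlapped one.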

We found that 1437 (89.7%) and 613 (75.3%) of the novel RNAs identified by the normal (1X Ribominus) and 2X Ribominus approaches, respectively, overlapped with regions of the genome that produce a statistically significant amount of smRNAs (smRNA ‘hotspots’, Figure S8, see Supplemental Materials and Methods for description of analysis) (Figures 6 and S6; Tables S5 and S6). These findings demonstrate that the majority of novel transcription units identified by either dsRNA-seq approach are base-paired precursors of smRNA biogenesis that have not been previously identified or characterized. Furthermore, these RNAs tend to produce smRNAs with evolutionarily conserved functions in land plants. Overall, our sequencing data provides an important informational resource for future studies on smRNA biogenesis and function in land plants. Furthermore, our results suggest that dsRNA-seq is a powerful tool for characterizing the RNA intermediates of smRNA processing, and this information is necessary to increase the utility of RNA silencing as a tool for genetic manipulation of crop plants and human disease (e.g. cancer) therapeutics.

**The smRNA component of the *Arabidopsis* unopened flower bud transcriptome**

We utilized smRNA-seq to characterize the populations of smRNA molecules from unopened flower buds of *Arabidopsis*. Using this approach, we obtained a total of 17,340,638 smRNA reads from our unopened flower bud samples (see the size distribution in Figure S3B). We found that a majority of smRNA sequencing reads mapped to intergenic regions and TEs, whereas only ~ 4% of smRNA sequences matched known miRNAs (Figure S8A). This is expected for the smRNA populations in unopened flower buds of *Arabidopsis*, where it is of the utmost importance that these RNA molecules direct the silencing of repetitive elements and transposons [9,10].

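In wild-type Col-0 4.61% of the mapped smRNA reads had a location in an miRNA gene (interval 4.60–4.62%). Reads in no annotated gene made up 48.7%, protein-coding genes 16.9%, pseudogenes 15.2%, tRNA genes 4.58% and rRNA genes 2.51%. By length, 63.2% of the reads were 24 nt and 6.18% were 21 nt.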

Next, we sought to identify regions of the *Arabidopsis* genome that are significantly enriched in smRNA molecules. To do this, we accounted for the total abundance of sequenced smRNA molecules by applying a modified version of a previously published Poisson distribution-based statistical approach [11]. This analysis revealed that the highly repetitive, TE-rich pericentromeric regions (Figures S8B, S8C, and S8E) are highly augmented for smRNA molecules. 

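Gene-poor windows held 50.6% of the nuclear smRNA ‘hotspots’ and 48.3% of all nuclear smRNA clusters. Of the ‘hotspots’, 71.9% overlapped no annotated gene, 16.1% a pseudogene, 8.21% a protein-coding gene, 2.05% a tRNA gene and 0.981% an miRNA gene.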

Based on the findings of previous studies [9,10], it is not surprising that the majority of smRNA ‘hotspots’ correspond to transposable elements and intergenic regions of the *Arabidopsis* genome (Figures S8B, S8C, and S8E). In fact, our findings are in complete correspondence with our dsRNA ‘hotspot’ analysis for the normal (1X Ribominus) dsRNA-seq approach (Figures 4A and 4B), and provide further support for the hypothesis that pericentromeric dsRNA molecules are truly smRNA-producing substrates that are required for the epigenetic silencing of transposons and repetitive elements littered throughout these genomic regions in *Arabidopsis* [1,2,3,4,12,13,14].

We then investigated whether our dsRNA-seq methodology can identify and characterize the majority of smRNA generating loci genome-wide. By finding the overlap between smRNA “hotspots” and our 1X Ribominus dsRNA-seq dataset, we found that the vast majority (> 90%) of smRNA “hotspots” overlap with either dsRNA “hotspots”, or at the very least dsRNA-seq reads covering non-hotspot genomic regions (Figures S8D). 

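A dsRNA ‘hotspot’ of the 1X library overlapped 5845 of the smRNA ‘hotspots’, 26.2%, and at least 1 dsRNA-seq read of that library overlapped 22279, 99.8%. With each smRNA read divided by its number of locations these shares were 14.9% and 97.2%.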

Taken together, these findings demonstrate that our high-throughput dsRNA-seq methodology can be utilized to characterize the dsRNA precursors of most smRNA-producing loci. Overall, our dsRNA-seq data provides an important informational resource for future studies on smRNA biogenesis and function in land plants.

# SUPPLEMENTAL MATERIALS AND METHODS

# Plant materials

The Columbia (Col-0) ecotype of *Arabidopsis* was used in this study. The *rdr6-11* mutant was previously identified [15].

**RNA Analyses**

For all experiments performed herein, immature ﬂower bud clusters, leaves, and all aerial portions of 6-week-old plants were collected for RNA isolation using the miRNeasy Mini Kit (QIAGEN, Valencia, CA). Transcripts were quantiﬁed by RT qPCR using the comparative threshold cycle method (Ct, primers listed in Table S7), using *Actin 2* (*At3g18780*) as the endogenous reference. Random-primed RT PCR was performed using primers listed in Table S7.

dsRNA-seq library preparation

40 g of total RNA (13.33 g from each of three biological replicates) is subjected to one (1X Ribominus) or two (2X Ribominus) rounds of rRNA depletion as per manufacturer’s instructions (Ribominus, Invitrogen (Carlsbad, CA)). Next, these rRNA-depleted RNA samples are treated with a single-strand specific ribonuclease as per manufacturer’s instructions (RNase One, Promega (Madison, WI)). dsRNA was then purified using a phenol:chloroform extraction. The purified dsRNA sample is subjected to a fragmentation reaction (Fragmentation Reagents, Applied Biosystems (Foster City, CA)) as per manufacturer’s instructions. To resolve the dsRNAs after single-stranded RNase treatment and fragmentation, they are treated with T4 polynucleotide kinase (T4 PNK, New England Biolabs (Cambridge, MA)) as previously described [16]. The fragmented RNA sample is then used as the substrate for sequencing library construction using the Small RNA Sample Prep v1.5 kit (Illumina, San Diego, CA) as per manufacturer’s instructions. See Figure S1 for a schematic representation of this approach.

**smRNA-seq library preparation**

Briefly, smRNA-seq libraries were produced using the Small RNA Sample Prep v1.5 kit (Illumina, San Diego, CA) as per manufacturers instructions.

**dsRNA and ssRNA RT PCR analysis**

RNase One ssRNase digestion (dsRNA selection) was performed on three 20 g total RNA samples from wild-type Col-0 unopened flower buds as per manufacturer’s instructions. Following digestion, these three samples were pooled together and purified using a phenol:chloroform extraction. To obtain ssRNA, a dsRNase digestion (RNase V1, (Ambion, Foster City, CA)) was carried on three 20 g total RNA samples from wild-type Col-0 unopened flower buds as per manufacturer’s instructions. Following digestion, these three samples were pooled together and purified using a phenol:chloroform extraction. Random-primed RT PCR analyses were performed on these digested samples using primers listed in Table S7. This experiment was repeated three times and a representative example can be seen in Figure 7E.

Balanced pre-processing pipeline for mapping dsRNA-seq/smRNA-seq reads

Our dsRNA-seq libraries contain a significant portion of reads in which no 3’-adpater sequences can be found (Figure S3A). To maintain sequence reads that both had discernible 3’-adapter sequences (short reads), as well as reads without 3’-adapters, a balanced pipeline was developed by dividing reads into “trimmed” and “untrimmed” categories according to whether they have detectable 3’-adapter sequences or not, respectively. To begin, all reads are reduced to non-redundant (NR) sequences to minimize the computational requirement for subsequent analysis steps. Then, in order to detect 3’-adapter sequences, all NR-sequences are aligned to the Illumina 3’-adapter version 1.5 sequence using the “cross-match” program from the Phrap/Cross_match/Swat package (<http://www.phrap.org/phredphrapconsed.html>). The alignment parameters for cross-match are carefully tuned to maintain all alignments with less than 6% mis-matches. The cross-match alignment results are parsed using in-house Perl scripts. All NR-sequences that align to ≥ 6 bp of the 3’-adapter sequence at their 3’ end are defined as short reads (with “detectable” 3’-adapter sequence) and are subsequently trimmed at the adapter-sequence boundary. The remaining NR-sequences (without detectable 3’-adapters) remain “untrimmed”.

All trimmed and untrimmed NR-sequences are then aligned to the *Arabidopsis* genome (TAIR9 assembly) using cross-match, again with the parameters to maintain all sequences that align with ≤ 6% mis-matches to the *Arabidopsis* genome. Alignment results for trimmed or untrimmed inputs are then parsed independently using in-house Perl scripts. More specifically, alignments for trimmed sequences are required to extend to the ends of the query sequences, whereas alignments for untrimmed sequences are only required to extend to the imaginary positions of undetectable 3’-adapters (< 6 bp from the 3’ end of the sequence). The true lengths of the untrimmed sequences are also determined in this step by the most-frequent aligned length of all possible alignments to the *Arabidopsis* genome. At last, trimmed and untrimmed NR-sequences as well as their genome loci information are combined to form the final dataset using in-house Perl scripts. The smRNA libraries are pre-processed by this balanced pipeline as well.

Evaluation of coverage by the dsRNA-seq methodology

To evaluate the genome-wide coverage of dsRNA by the dsRNA-seq methodology, we used the Col-0 1X Ribominus dsRNA library as a reference and randomly sampled 19 subsets containing 95% to 5% of total dsRNA-seq reads drawn from the reference dataset in 5% increments. The clone-abundance of the drawn NR-seqs was then re-calculated for each of the random subsets, and the genomic locations of these subsets of NR-seqs were also filtered from the complete set of reference loci. Finally, the base-coverage of NR-seq (unit: bp) for all random subsets, as well as the reference dataset, were calculated for each class of RNA molecules (e.g. rRNA, tRNA, etc.) and for the overall genome. The relative base-coverage of dsRNAs was defined as the fraction of bases covered in each subset compared to the total covered bases of the reference Col-0 1X Ribominus dsRNA dataset. The relative base-coverage of all dsRNA ‘hotspots’ for the two wild-type Col-0 datasets (1X and 2X Ribominus) was achieved by the same method, with the exception that only reads located in dsRNA ‘hotspots’ were used in the analysis.

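Random draws of 25%, 50% and 75% of the 1X reads covered 49.1%, 71.3% and 87.1% of the bases that the full library covers, and 75.0%, 89.3% and 95.7% of the covered bases in ‘hotspots’. The same draws from the 2X library covered 45.9%, 69.2% and 86.4%, and 70.5%, 86.3% and 94.8% in ‘hotspots’.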

Estimating the False Discovery Rate (FDR) of dsRNA-seq

The actual FDR of dsRNA-seq is determined by the enzyme efficiency of the ssRNase used (here we used RNaseONE), and is difficult to estimate solely from the sequenced reads. However, we could get an estimate of the upper bound of dsRNA-seq’s FDR by evaluating the proportion of dsRNA reads that have complementary reads in the same library. To begin, we aligned all the genome-mapped reads back to themselves using the NCBI-BLASTN program; the word-size parameter was set to 6 to improve the searching sensitivity of short Illumina reads. By seeking reads with complementary reads other than themselves (align-length  50% of the read, identity  85%, mismatches ≤ 10%, and gaps ≤ 5%), we then defined the true dsRNA-reads as those with one or more complementary reads in the same library. Finally, the FDR for the dsRNA-seq methodology was estimated using the Col-0 1X Ribominus dsRNA dataset. It is noteworthy that the FDR value is very likely to be overestimated, since the random fragmentation step in the dsRNA-seq assay can often result in the inability to obtain a complementary read with  50% overlap even if both reads of the complementary pair are present in the sequencing library. Furthermore, for the lowly expressed dsRNA molecules we could easily sequence only one member of the complementary pair by random chance, while missing the other. Therefore, our estimated FDR for dsRNA-seq likely serves as a conservative upper bound for the technology.

Classification and characterization of dsRNA-seq and smRNA-seq reads

To classify dsRNA-seq and smRNA-seq reads, the GFF annotation file for all *Arabidopsis* genetic elements (protein-coding mRNAs, all non-coding RNAs (rRNAs, tRNAs, miRNAs, pseudogenes, transposable elements, etc.) was downloaded from the TAIR FTP site (TAIR9 release), reformatted using in-house Perl scripts, and loaded in to a local MySQL database. All NR-sequences from dsRNA-seq and smRNA-seq libraries were then classified and annotated according to their location in the *Arabidopsis* genome. For the strand-bias analyses, the sense/antisense relationship for the sequence reads in relation to the strand information for the annotated genetic element at that genomic position is calculated. It is of note that some of our sequencing reads overlap multiple genetic elements, and were correspondingly counted as all pertinent genetic elements for classification purposes.

Classification of intra- and inter- molecular dsRNA duplexes

To assess the proportion of intra- and inter-molecular base-pairing interactions identified by dsRNA-seq, consecutive dsRNA regions/contigs were first grouped into clusters as described in the Identification of dsRNA ‘hotspots’ in the *Arabidopsis* genome section directly below. Then the total mapped dsRNA reads for both the Watson and Crick strand were calculated for each of the dsRNA clusters (duplex) for the wild-type Col-0 1X Ribominus dsRNA-seq library. 

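The test sets the reads of a cluster on each strand against equal chances, so that its power grows with the reads of the cluster. By the same test 16.4% of the 2X clusters and 19.7% of the rdr6 clusters had a strand bias, and 82.6% of the 1X clusters that are ‘hotspots’.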

Finally, dsRNA clusters are defined as intra- or inter-molecular by determining whether they demonstrate comparable amounts of reads from both strands (inter) or not (intra) (Binomial-test, p < 0.05).

Identification of dsRNA ‘hotspots’ in the *Arabidopsis* genome

To identify dsRNA ‘hotspots’ in the *Arabidopsis* genome, dsRNA-seq reads are used to identify contiguous dsRNAs (dsRNA contigs), as well as the remaining ‘ssRNA-regions’ between these base-paired regions. Then, the lengths for dsRNA and ssRNA regions on each chromosome are assumed to both follow a geometric distribution,

where is the dsRNA/ssRNA region length and is the probability for a DNA base to be in dsRNA/ssRNA status for the chromosome ｉ. This assumption holds as long as is a constant for every chromosome and the dsRNA/ssRNA status of a DNA base is only dependent on the status of its proceeding base. Using this model, the lengths of dsRNA/ssRNA regions are fitted, the parameters are estimated, and the confidence intervals of dsRNA/ssRNA region lengths are determined for each chromosome. Finally, dsRNA ‘hotspots’ are identified by selecting “merged” dsRNA contigs with lengths that are longer than statistically expected for that chromosome (see below for method schematic and confidence intervals for all *Arabidopsis* chromosomes used in this analysis). It is of note that “merged” dsRNA regions are combined dsRNA contigs that are separated by ssRNA regions that are shorter than statistically expected as determined by the confidence intervals for ssRNA on that chromosome (see directly below for method schematic and confidence intervals for all *Arabidopsis* chromosomes).

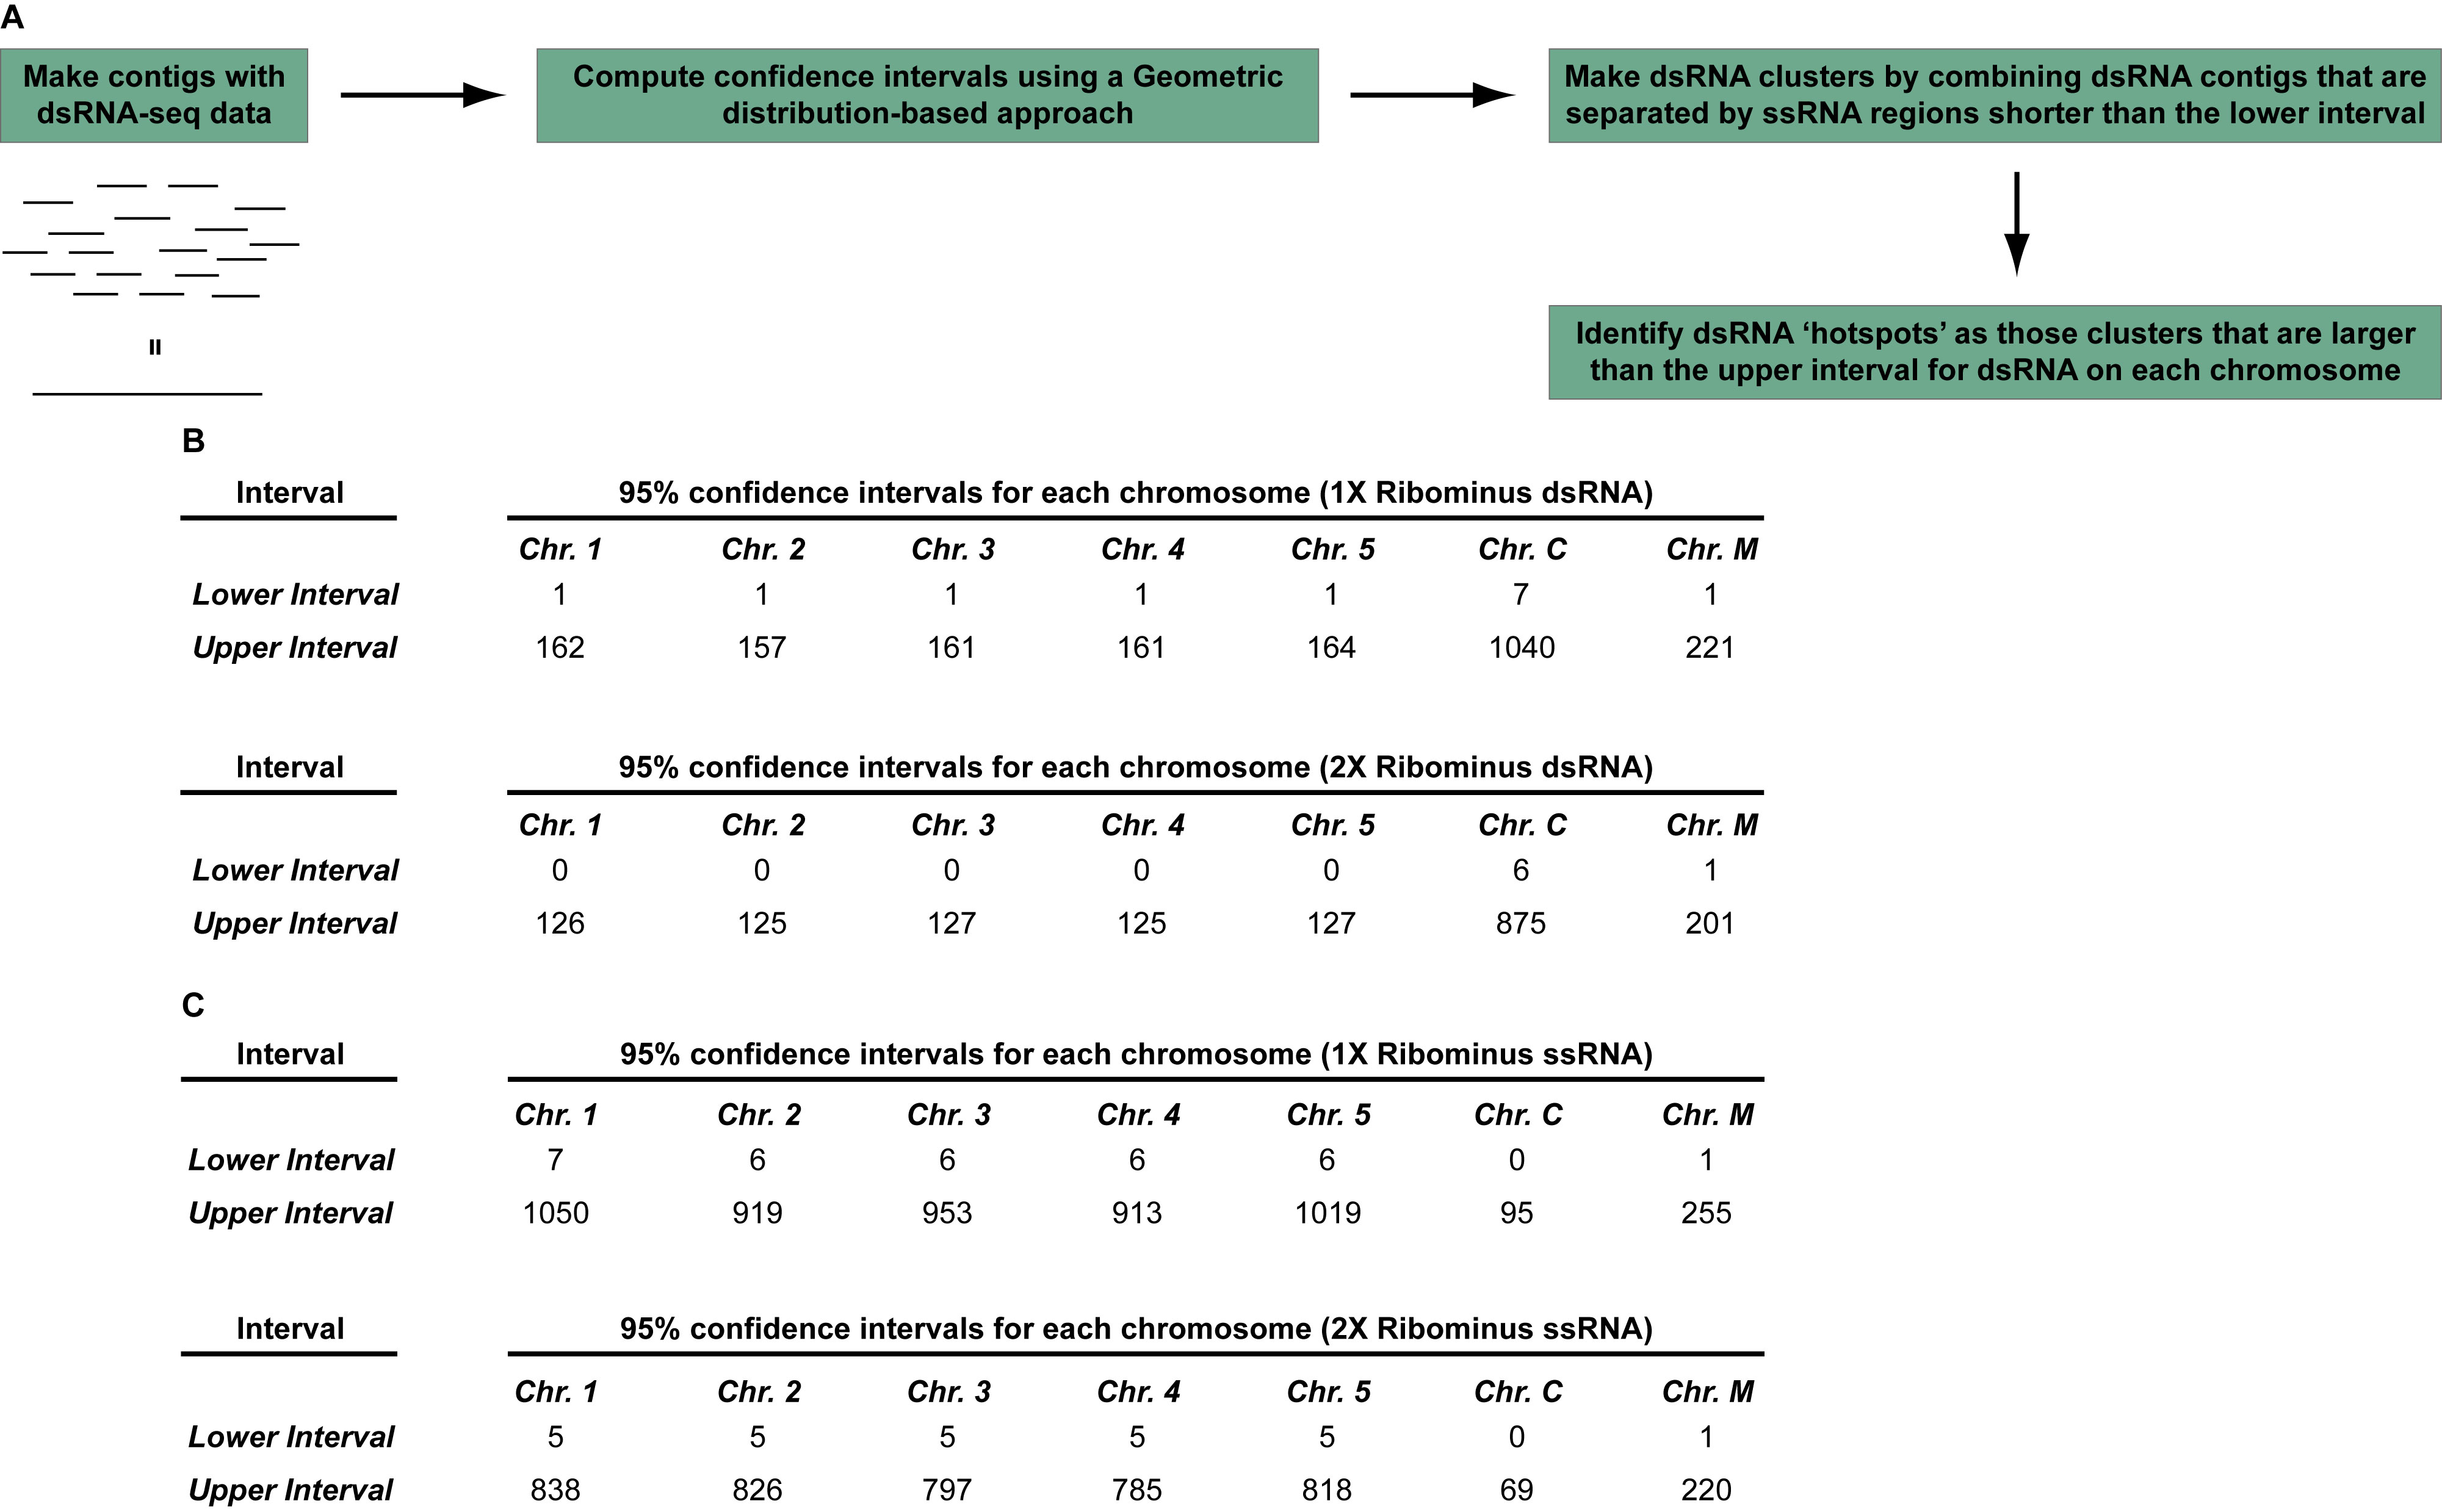

Gene Ontology enrichment analysis for dsRNA ‘hotspots’ harboring protein-coding mRNAs

All protein-coding mRNAs overlapping identified dsRNA ‘hotspots’ were picked out for the analysis. The GO enrichment analysis is carried out using the GOEAST web-based “Batch-Genes” tool [17].

Identification of smRNA ‘hotspots’ in the *Arabidopsis* genome

smRNA ‘hotspots’ were identified differently than the dsRNA ‘hotspots’ in order to take into account expression abundance information of all sequenced smRNA molecules. To begin, consecutive smRNAs are identified on each chromosome and then pre-grouped into smRNA clusters (smRNA contigs). Next, a derived “per-smRNA site” abundance (PSS-abundance) is calculated for all smRNA clusters as , where and are the total number of cloned reads and length for this smRNA cluster, respectively, and stands for the average length of all smRNA reads. Then the derived PSS-abundance on each chromosome is assumed to follow a Poisson distribution:

where is the derived PSS-abundance and is the expected number of smRNA reads per smRNA-site on chromosomeｉ. Thus, the derived PSS-abundance data are fitted to this Poisson distribution model, the parameters are estimated, and the confidence intervals for PSS-abundance of all smRNA clusters are estimated for each chromosome. Finally, smRNA ‘hotspots’ are identified as smRNA clusters with significantly high PSS-abundance.

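Abundance per smRNA site is the number of smRNA reads of a cluster times the mean length of all smRNA reads over the length of the cluster, and a cluster is kept when this exceeds the upper point of a Poisson distribution with the mean of its chromosome. On chromosome 1 there were 65144 clusters with a mean of 32.4, which put the threshold at 44. A Poisson distribution is narrower than the abundances are, and at a stricter point, where the threshold is 51, the number of Table S5 regions with an smRNA ‘hotspot’ was 1424.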

Identification of the *Arabidopsis* smRNA-producing RDR6 substrates

dsRNA-seq and smRNA-seq sequencing reads for *rdr6* plants were pre-processed exactly as those for the wild-type Col-0 datasets using our balanced pre-processing pipeline (see above). To find genomic regions that are differentially expressed (DE regions) for both dsRNA and smRNA reads, the *Arabidopsis* genome was cut into 1 kb bins, and the read number of dsRNA or smRNA within each bin was determined. The normalized ratios of cloned read number are calculated for each bin by scaling the read number according to the total read number in Col-0 and *rdr6* libraries. The p-values of significance of the read number between Col-0 and *rdr6* libraries are defined by the posterior probability described previously [18], whose source codes for calculating the posterior probabilities were downloaded and compiled into our in-house C program. 

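The p-values printed in Table S1 were recovered within 1 percent from the raw read totals for all 140 dsRNA and all 169 smRNA regions with a value large enough to compare, and for none of them from the mapped totals. The Lods printed there equal the log2 ratio of reads without scaling in all 204 dsRNA and 215 smRNA regions with reads in both libraries. Totals of wild-type Col-0 over rdr6 were 1.26 by mapped reads and 0.845 by raw reads for dsRNA, and 0.960 and 0.920 for smRNA, so that the choice of total moves every dsRNA ratio.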

The common UP-bins are picked as those that have significantly more sequencing reads in both the dsRNA-seq and smRNA-seq datasets from wild-type Col-0 compared to *rdr6* mutant plants.

Identification of phased-smRNA producing RDR6 substrates

To identify phased-smRNA producing RDR6 substrates, all 218 1 kb regions where dsRNA and smRNAs are more abundant in wild-type Col-0 compared to *rdr6* (Figure 2 and Table S1) were searched for smRNA clusters as defined in the smRNA ‘hotspots’ identification section. Then, a “phase-score”, P, is calculated for every DNA-base within these predetermined smRNA clusters using a modified version of a previously described method [19]: , where n and ki have the same meanings as previously described and the phase-circle length L for calculating n and ki is determined by the most frequent length of smRNA reads within this smRNA cluster. At last, phase-scores within a smRNA cluster are tested for hidden periodicity for all smRNA clusters using Fisher’s Exact G Test implemented in the R package “GeneCycle” [20], and phased smRNA-producing RDR6 substrates are selected as smRNA clusters with significantly periodic phase-scores (p < 0.05) within the common UP-bins. It is of note that phase-scores were calculated for both wild-type Col-0 and *rdr6* mutant plants using the same formula, in which the smRNA read number for determining n and ki are normalized first according to the total read numbers of the two smRNA libraries (Figure S2D).

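Scores in this scale depend on the reads of a cluster, since the sum of phased reads enters as a logarithm. For ARF4 the score was 10.8 in wild-type Col-0 and 0 in rdr6 (Fisher's exact g test, p = 0.00727 for Col-0), for At5g39370 26.7 and 0 (p = 5.4e-21) and for TAS1a 55.9 and 21.7 (p = 1.5e-43).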

Comparative genomics analysis of dsRNA ‘hotspots in the *Arabidopsis* genome

The overall plant-seven-way comparative genomics analysis was directed by the general instructions listed on the UCSC GenomeBrowser Wiki (<http://genomewiki.ucsc.edu/index.php/Whole_genome_alignment_howto)n> Specifically, all required genome sequences were gathered. The complete genome sequences for the seven plants used in our plant-seven-way comparative genomics analysis were downloaded from various resources, including TAIR (<http://www.arabidopsis.org/>) for *Arabidopsis thaliana* (Ath) genome (TAIR9 assembly); JGI (<http://www.jgi.doe.gov/genome-projects/>) for *Glycine max* (Gma) genome (Glyma1 assembly), *Populus trichocarpa* (Ptr) genome (v 1.0 assembly), and *Sorghum bicolor* (Sbi) genome (v 1.0 assembly); *Medicago* Sequencing Resources (<http://www.medicago.org/genome/>) for *Medicago truncatula* (Mtr) genome (Mt3 assembly); MSU Rice Genome Annotation Project (<http://rice.plantbiology.msu.edu/>) for *Oryza sativa* (Osa) genome (release 6.1), and Genoscope (<http://www.genoscope.cns.fr/spip/>) for *Vitis vinifera* (Vvi) genome (Genoscope 8.4× assembly).

*Masking the genomes*

All seven plant genomes were “soft-masked” for tandem-repeats/simple-repeats using the Tandem-Repeats-Finder program [21]. Besides masking for tandem-repeats, all transposable elements and other simple-repeats were also searched and masked by the RepeatMasker program (http://www.repeatmasker.org/) using repeat libraries from RepBase (release14.06) [22]. All the RepeatMasker masked repetitive elements are loaded into a local MySQL database for usage in later steps.

*Pairwise alignment between the Ath genome and the other plant genomes*

The Ath genome sequence was aligned to the six other plant genomes using the Blastz program [23,24]. This step is computationally intensive, so a Linux cluster was utilized for parallel computation.

*Chaining*

All series of good gapless aligned blocks (chains) from all pairwise alignment results were chained using the UCSC utility programs. All resulting chains are sorted and filtered for netting in the next step.

*Netting*

All the identified sequence chains are constructed into a hierarchical collection of chains (nets), with the highest-scoring non-overlapping chains on top, and their gaps filled in where possible by lower-scoring chains recursively. In addition, transposable elements that emerged after species separation are added back into the nets according to their location identified in the masking step.

*Multiple alignment*

All the nets between the Ath genome and the other six plant genomes were reformatted and progressively multiple-aligned using the Multiz program [25], which was directed by the phylogenic tree of these seven plants as “((((Gma Mtr) Ptr) Ath) Vvi)(Sbi Osa)” in order to generate the final plant multiz-seven-way alignments.

*Building a phylogenic model and estimating consScores*

A phylogenic model was fitted based on the multiple alignments of the seven plant genomes using the phyloFit program in the phastCons package [26] following the phylogenic tree as shown directly above (“((((Gma Mtr) Ptr) Ath) Vvi)(Sbi Osa)”) for which the Generalized time-reversible (GTR or REV) DNA substitution model is utilized. Then the consScores are calculated from the multiz-seven-way alignments using the fitted model for every base involved in the multiz-seven-way alignments. The consScore is in fact a posterior probability for a base to be conserved given the phylogenic model, and thus ranges from 0 to 1.

**SUPPLEMENTAL REFERENCES**

1. Chan SW, Henderson IR, Jacobsen SE (2005) Gardening the genome: DNA methylation in Arabidopsis thaliana. Nat Rev Genet 6: 351-360.

2. Pontier D, Yahubyan G, Vega D, Bulski A, Saez-Vasquez J, et al. (2005) Reinforcement of silencing at transposons and highly repeated sequences requires the concerted action of two distinct RNA polymerases IV in Arabidopsis. Genes Dev 19: 2030-2040.

3. Qi Y, He X, Wang XJ, Kohany O, Jurka J, et al. (2006) Distinct catalytic and non-catalytic roles of ARGONAUTE4 in RNA-directed DNA methylation. Nature 443: 1008-1012.

4. Zheng X, Zhu J, Kapoor A, Zhu JK (2007) Role of Arabidopsis AGO6 in siRNA accumulation, DNA methylation and transcriptional gene silencing. EMBO J 26: 1691-1701.

5. Buratti E, Muro AF, Giombi M, Gherbassi D, Iaconcig A, et al. (2004) RNA folding affects the recruitment of SR proteins by mouse and human polypurinic enhancer elements in the fibronectin EDA exon. Mol Cell Biol 24: 1387-1400.

6. Cooper TA, Wan L, Dreyfuss G (2009) RNA and disease. Cell 136: 777-793.

7. Cruz JA, Westhof E (2009) The dynamic landscapes of RNA architecture. Cell 136: 604-609.

8. Sharp PA (2009) The centrality of RNA. Cell 136: 577-580.

9. Lu C, Tej SS, Luo S, Haudenschild CD, Meyers BC, et al. (2005) Elucidation of the small RNA component of the transcriptome. Science 309: 1567-1569.

10. Lu C, Kulkarni K, Souret FF, MuthuValliappan R, Tej SS, et al. (2006) MicroRNAs and other small RNAs enriched in the Arabidopsis RNA-dependent RNA polymerase-2 mutant. Genome Res 16: 1276-1288.

11. Heisel SE, Zhang Y, Allen E, Guo L, Reynolds TL, et al. (2008) Characterization of unique small RNA populations from rice grain. PLoS One 3: e2871.

12. Herr AJ, Jensen MB, Dalmay T, Baulcombe DC (2005) RNA polymerase IV directs silencing of endogenous DNA. Science 308: 118-120.

13. Kanno T, Huettel B, Mette MF, Aufsatz W, Jaligot E, et al. (2005) Atypical RNA polymerase subunits required for RNA-directed DNA methylation. Nat Genet 37: 761-765.

14. Onodera Y, Haag JR, Ream T, Nunes PC, Pontes O, et al. (2005) Plant nuclear RNA polymerase IV mediates siRNA and DNA methylation-dependent heterochromatin formation. Cell 120: 613-622.

15. Peragine A, Yoshikawa M, Wu G, Albrecht HL, Poethig RS (2004) SGS3 and SGS2/SDE1/RDR6 are required for juvenile development and the production of trans-acting siRNAs in Arabidopsis. Genes Dev 18: 2368-2379.

16. Wang LK, Shuman S (2002) Mutational analysis defines the 5'-kinase and 3'-phosphatase active sites of T4 polynucleotide kinase. Nucleic Acids Res 30: 1073-1080.

17. Zheng Q, Wang XJ (2008) GOEAST: a web-based software toolkit for Gene Ontology enrichment analysis. Nucleic Acids Res 36: W358-363.

18. Audic S, Claverie JM (1997) The significance of digital gene expression profiles. Genome Res 7: 986-995.

19. Howell MD, Fahlgren N, Chapman EJ, Cumbie JS, Sullivan CM, et al. (2007) Genome-wide analysis of the RNA-DEPENDENT RNA POLYMERASE6/DICER-LIKE4 pathway in Arabidopsis reveals dependency on miRNA- and tasiRNA-directed targeting. Plant Cell 19: 926-942.

20. Wichert S, Fokianos K, Strimmer K (2004) Identifying periodically expressed transcripts in microarray time series data. Bioinformatics 20: 5-20.

21. Benson G (1999) Tandem repeats finder: a program to analyze DNA sequences. Nucleic Acids Res 27: 573-580.

22. Jurka J (2000) Repbase update: a database and an electronic journal of repetitive elements. Trends Genet 16: 418-420.

23. Chiaromonte F, Yap VB, Miller W (2002) Scoring pairwise genomic sequence alignments. Pac Symp Biocomput: 115-126.

24. Schwartz S, Kent WJ, Smit A, Zhang Z, Baertsch R, et al. (2003) Human-mouse alignments with BLASTZ. Genome Res 13: 103-107.

25. Blanchette M, Kent WJ, Riemer C, Elnitski L, Smit AF, et al. (2004) Aligning multiple genomic sequences with the threaded blockset aligner. Genome Res 14: 708-715.

26. Siepel A, Bejerano G, Pedersen JS, Hinrichs AS, Hou M, et al. (2005) Evolutionarily conserved elements in vertebrate, insect, worm, and yeast genomes. Genome Res 15: 1034-1050.

How the deposited data were processed for this re-analysis (not part of the article)

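In all, 5 libraries were analysed, 1 for each condition: dsRNA-seq of wild-type Col-0 after 1 round and after 2 rounds of rRNA depletion, dsRNA-seq of rdr6 after 1 round, and smRNA-seq of wild-type Col-0 and rdr6. The RNA of the dsRNA-seq libraries was pooled from 3 biological replicates before sequencing. The counts deposited by the authors are numbers of raw reads per non-redundant sequence, made by collapsing the reads, trimming the 3′ adapter where it was found and keeping the remaining reads untrimmed, and aligning with cross_match to the TAIR9 genome with every location kept. No normalization had been applied to these counts, and the sequences themselves are not part of them.

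Reads were counted at every location of their sequence. Locations refer to TAIR9, and gene positions were taken from the TAIR10.1 reference for the 5 nuclear chromosomes and the chloroplast. The mitochondrial sequence of that reference differs from the one used by the authors, and mitochondrial locations were counted but not set against genes or sequence.

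For comparisons of libraries, non-overlapping bins of 1000 bases were counted from the first base of each of the 7 chromosomes, each read in the bin of its leftmost base. Counts were scaled by mapped reads, and a bin was called at a ratio of at least 2 with an exact one-sided Audic–Claverie p under 0.001, without adjustment for the number of bins. Named genes are every gene, region or dsRNA ‘hotspot’ that the paper names in its text, figures or legends and that lies on a sequenced chromosome, together with the 5 bins of the largest log2 ratio in each direction among called bins with at least 100 reads in the 2 libraries together, with bins that have no read in the other library taken first. A ratio against a library without a read is given as a limit with 3 counts in its place, or as counts only.

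Clusters, dsRNA ‘hotspots’ from geometric distributions and smRNA ‘hotspots’ from Poisson distributions followed Text S1, with the points computed from the counts. The whole-number limits for dsRNA ‘hotspots’ that Text S1 shows in a figure equal these points rounded down on each of the 7 chromosomes in both libraries, and where limits of Text S1 are named, the rounded points were used. Strand bias was tested with the exact two-sided binomial test at 0.05. Phase scores covered 8 cycles, and their period was tested with Fisher's exact g test. Gene families were tested with Fisher's exact test against protein-coding genes that have at least 1 dsRNA-seq read and are at least as long as the ‘hotspot’ threshold, with Benjamini–Hochberg adjustment. Structures were computed with RNAfold. The paper's constraint, that a covered base must pair, had no solution for these sequences in RNAfold 2.7.2. How the older version that the paper used treats such bases was not tested. In its place, an energy charge of 10 kcal/mol was set on each base covered by the 2X library on either strand and left unpaired. Energies were evaluated without this charge.

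Each step was also tested on simulated data with known answers. Thinning to a given depth drew the reads of each bin at random with a fixed seed. Programs were Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, matplotlib 3.10.9 and RNAfold 2.7.2.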

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

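Written before their results were seen were the tests of 20–25 nt reads and of shared reads on bins with more dsRNA in wild-type Col-0. So were those of scaling on bins with more dsRNA in rdr6, of too few reads on strand bias and of redrawn reads on phasing. The test of 20–25 nt reads was written after the read lengths had been seen and is not among the alternatives set beforehand. Chosen only after the result was seen were the tests of permuted positions, of a period near the cycle and of few sequences. The same holds for the tests of the 2X library in place of the 1X library and of 20–25 nt reads between these libraries. It also holds for shared reads on bins with more dsRNA in rdr6 and for all tests of bins with less smRNA in wild-type Col-0. Reads of 1 location, non-redundant sequences and the scaling totals in these tests were settings fixed beforehand, and their use as tests came after.

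The 4841 bins with more dsRNA in wild-type Col-0 depend on short reads and on the library. Without reads of 20–25 nt, 13.2% of them kept their call, where thinning to the same depth kept 31.5%, so that loss of reads alone does not account for the drop, and carry-over of 24 nt small RNAs into the dsRNA library may contribute. With the 2X library of wild-type Col-0 in place of the 1X library, 13.5% kept their call. Libraries simulated without a difference that share the rdr6 library in the same way gave a close 9.66%. Of the 4841 bins 83.3% also had more reads in the 1X than in the 2X library. Libraries simulated without a difference, and sharing the 1X library in the same way, gave 2.29%. Neither comparison can tell a difference of the 1X library from the genotype, because known RDR6 substrates also had fewer reads in the 2X library. TAS1a had 1342 reads in the 1X and 94 in the 2X library, and TAS3a 1504 and 151, while TAS4 had 0 and 1. Shared reads cannot be told apart from lower depth, because 26.1% kept their call with reads of 1 location and 25.2% after thinning to that depth. Duplexes of siRNAs are themselves dsRNA, so short reads could also come from the sample, and the rdr6 genotype stays open as an untested explanation.

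The 11400 bins with more dsRNA in rdr6 depend on scaling, on counting reads or sequences and on reads with many locations. With reads of 1 location 17.9% of them kept their call, where thinning to the same depth kept 35.8%. Loss of reads alone does not account for this drop. With rRNA and tRNA reads left out of the totals 5115 bins passed. With non-redundant sequences 8.12% of the called bins kept their call, where thinning to the same depth kept 89.5%. The total of wild-type Col-0 over rdr6 also moved with these settings. It was 1.26 by mapped reads, 0.880 by reads of 1 location and 0.910 by non-redundant sequences. Reads shared between repeated copies and sequences with many copies may contribute, but neither can be told apart from scaling here. With the 2X library in place of the 1X library 92.1% of the 11400 bins kept their call. Libraries simulated without a difference, sharing the rdr6 library in the same way, gave 4.84%. In 50.4% of the 11400 bins the 2X library was itself called lower than the 1X library, and in 3.24% higher. Where it was lower, keeping the call was nearly fixed, so the test cannot decide there. For the other bins it argues against a difference of the 1X library as the whole cause. The same rdr6 library stands in both comparisons, which leaves a difference of that library open. No biological explanation was tested.

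In 302 bins smRNA reads were fewer in wild-type Col-0 than in rdr6, a direction that the paper does not discuss. For example At5g40020 had 1 and 539 reads. Shared reads are argued against, with 61.3% of the bins keeping their call with reads of 1 location and 68.2% after thinning to that depth, and so is scaling, with 82.5% keeping their call without rRNA and tRNA reads in the totals and 72.5% with the median ratio. With non-redundant sequences 40.7% kept their call, where thinning kept 73.8%, so a few sequences with many copies may contribute. The genotype and a difference between single libraries stay open, and no biological explanation was tested.

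The 1X and 2X libraries of the same genotype differed in 22936 bins, 16869 with more reads in the 1X and 6067 with more in the 2X library. Of the bins with more reads in the 1X library, 13.6% kept their call without reads of 20–25 nt, where thinning to the same depth kept 53.9%, which is consistent with carry-over of small RNAs that the second round of depletion removes. Loss of heteroduplexes on heating stays open and was not tested.

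The strand test called 16.6% of all clusters and 82.0% of those with at least 20 reads, so that most clusters without a bias may only have too few reads to pass. The period test passed in 59 regions. Reads redrawn at random within their clusters passed in a number of regions that was 172.9% of this, and permuted positions in 91.5%, so a pass of this test may not reflect phasing. A period within 1 nt of the cycle was found in 10 regions, against a median of 2 and at most 5 with permuted positions and a median of 1 and at most 2 with redrawn ones, so some of the regions may be phased. In simulations 8% of clusters with phased reads had such a period, so the number of phased regions cannot be read from it. Which of the others are phased stays open.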

How the results depend on the processing

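The alternatives for counting, scaling, threshold and test were set before the data were examined, and those with raw read totals, without reads of 20–25 nt, with the 2X library in place of the 1X library, on the Table S1 regions, with the rDNA intervals and with a charge of 1 kcal/mol were chosen after seeing the data. No paired analysis was possible because each condition has 1 library. The share of reads without a complementary read was not run, because it needs the sequences. Depth limits calls at genes with few reads, such as RDR6 and TAS4. The cause of the changes listed here was not tested unless a test is named.

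With reads of 1 location, bins with more dsRNA in wild-type Col-0 went from 4841 to 2373 and those with less from 11400 to 2204, bins in both comparisons from 180 to 107, bins between the 1X and 2X libraries from 22936 to 12109, Table S1 regions that met both criteria from 164 to 73, 1X ‘hotspots’ from 10299 to 4528, the strand bias from 16.6% to 9.89%, the covered genome from 14.5% to 7.56%, the log2 sense ratio of coding sequence from 1.43 to 3.04, and smRNA on protein-coding ‘hotspots’ from 41.4% to 20.1%. The share of dsRNA calls with more reads in wild-type Col-0 moved from 29.8% to 51.8%, and the 1X and 2X calls from 16869 higher and 6067 lower in 1X to 3742 and 8367.

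Dividing reads by their locations gave 1953 bins with more dsRNA in wild-type Col-0 (19.4% of dsRNA calls), 13581 bins between 1X and 2X (62.9% higher in 1X), an rRNA share of 42.6% against 44.1%, 48.4% against 90.6% of Table S5 regions with an smRNA ‘hotspot’, a 21 nt share of 34.4% against 25.1%, and 25.0 against 426 reads per base at At1g16100.

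Scaling without rRNA and tRNA reads gave 8123 and 5115 dsRNA bins (61.4% higher in wild-type Col-0) and 283 in both comparisons, and scaling by the median ratio 7309 and 6326 (53.6%) and 294. For smRNA the median ratio moved that share from 67.0% to 78.4%. Without scaling it was 43.1% for dsRNA, and 50.3% of the 1X and 2X calls were higher in 1X, where the median ratio gave 14699 higher and 8637 lower. Table S1 regions that met both criteria rose to 195 without scaling, 213 without rRNA and tRNA reads in the totals and 211 with the median ratio, and named genes from 10 to 14 with each of them.

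Non-redundant sequences gave 927 bins with less dsRNA in wild-type Col-0 (88.0% of calls higher), 321 and 127 smRNA bins against 614 and 302, 69 in both comparisons, 63 Table S1 regions, a strand bias of 13.7%, an rRNA share of 12.3%, a log2 ratio of 2.49 and a 21 nt share of 32.7%. Of 1X and 2X calls 83.7% were higher in 1X. A fold of at least 4 gave 3176 and 3336 dsRNA bins (48.8%), 253 and 109 smRNA bins, 38 in both, 12689 between 1X and 2X and 37 Table S1 regions. The binomial test with adjustment gave 180 bins with less smRNA.

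Without reads of 20–25 nt there were 698 and 17220 dsRNA bins (3.90%), 7812 between 1X and 2X (30.6% higher in 1X) and 5 of 10 named genes. The 2X library in place of the 1X library gave 18836 bins with less dsRNA in wild-type Col-0 (17.9% higher), 100 Table S1 regions and 6 named genes. Raw totals without scaling gave 7584 bins with less dsRNA in wild-type Col-0 (48.5% higher).

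Clusters of at least 6 and 20 reads had a strand bias in 70.4% and 82.0%, at least 2 reads covered 7.75% of the genome, rDNA intervals gave an rRNA share of 54.9%, at least 5 smRNA reads covered 30.7% of protein-coding ‘hotspot’ bases and reads of 20–25 nt 37.9%, and the stricter Poisson point gave 88.9% of Table S5 regions. The constrained energy of At2g07698 was −285.4 kcal/mol and became −318.9 with at least 2 reads, −318.3 with the 1X library, −400.7 with older parameters and −652.6 with a charge of 1. The sign reversed for the At1g67430 intron, from 12.3 to −56.5 with a charge of 1, and for the At2g40650 intron, from −11.3 to 1.4 with at least 2 reads.

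A count was taken as the same within 1.5-fold of its main value, and a share, ratio or energy only within the 95% interval of its main value where it has one, or if equal, and an odds ratio when its direction and its call at an adjusted p of 0.05 stayed, so that a small change of a share can count as moved where the number behind it does not. Of the alternatives set before the data were examined, 52 left a main result the same and 45 moved it, and for the other results 36 did, 155 moved them and 1 reversed one. Of those chosen after seeing the data, 29 left a main result the same and 13 moved it, and for the other results 14 did, 19 moved them and 1 reversed one. The number of TAS genes called ranged from 5 to 7 over all 12 alternatives run, and genes with a 1X ‘hotspot’ from 1881 to 2394 over all 3.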

Differences from the paper's values

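A value was taken to differ from the paper's when it was more than 1.5-fold away or of the other sign. The paper's reported value for dsRNA bins with more reads in rdr6 is 7584, and the recount gave 11400. Of the alternatives set before the data were examined, those that do not differ from the paper are reads divided by locations (8092), no scaling (8291), totals without rRNA and tRNA (5115), the median ratio (6326) and the adjusted binomial test (10070), and those that differ are reads of 1 location (2204), every overlapped bin (11481), non-redundant sequences (927) and a fold of at least 4 (3336). An unscaled ratio, raw read totals and every overlapped bin, chosen after seeing the values, reach 7584, and with them the paper's reported values of 7144 bins with less dsRNA in rdr6 and 218 in both comparisons, and all 14 loci of the RT–qPCR pass. These loci also all pass without scaling, with totals without rRNA and tRNA and with the median ratio, which were set before the data were examined and applied to the loci after seeing the data. Also chosen after seeing the data, counting without 20–25 nt reads (17220) and with the 2X library (18836) differ.

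For sense over antisense reads in coding sequence the paper's reported value is 16 in the main text and 8 in Text S1 for the 1X library, and 32 in Text S1 for the 2X library, against 2.70 and 10.3. Reads of 1 location, set before the data were examined, gave 8.24 and 34.3, which do not differ from Text S1 but differ from the main text. Non-redundant sequences gave 5.62, which does not differ from Text S1 and differs from the main text, and 16.3 for the 2X library, which differs. For 5′ UTRs the main text also gives 16, against 3.17 for the 1X library, which differs. Reads of 1 location (5.51) and non-redundant sequences (3.58) differ too. All of these recounts leave out bases shared with other RNA genes. The paper counts a read for every element that it overlaps. Some functional RNAs lay more than 1.5-fold outside the paper's range for them. In the 1X library these were tRNAs (55.4), miRNAs (58.9) and snoRNAs (1528). In the 2X library they were snoRNAs (31.5), miRNAs (9.94) and rRNAs (4646). The 1X rRNAs and snRNAs and the 2X tRNAs and snRNAs did not differ.

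Some shares were read by eye. In Fig. 1A the paper's reported value is about 0.80% for snoRNA and about 12% for no annotated gene, against 2.74% and 7.00% for the 1X library. For snoRNA weighted locations (2.62%), non-redundant sequences (2.64%) and rDNA intervals (2.74%) all differ, and for no annotated gene weighted locations (14.6%) do not differ, while non-redundant sequences (20.7%) and rDNA intervals (6.52%) do. In Fig. 7A the paper's reported value, read by eye, is about 0.37% for snoRNA, about 0.08% for miRNA and about 12% for no annotated gene, against 1.36%, 0.128% and 2.82% for the 2X library. Weighted locations gave 1.17%, 0.0957% and 10.2%, of which the miRNA share and the share in no annotated gene do not differ, non-redundant sequences gave 2.35%, 0.221% and 7.73%, which differ, and rDNA intervals, chosen after seeing the data, gave 1.31%, 0.0904% and 2.50%, of which the miRNA share does not differ.

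Energies of constrained models were also read by eye. For the chromosome 4 ‘hotspot’ of Fig. 7F the paper's reported value is about −95 kcal/mol. The recount gave −57.5 for the plus strand and −27.1 for the minus strand, whose charge rests mostly on plus-strand reads. Covered bases with at least 2 reads and the 1X library alone, both set before the data were examined, left both values where they were, and the older parameters gave −67.2, which does not differ, and −38.7, which does. A charge of 1, chosen after seeing the data, gave −112.7 and −84.5, which do not differ. For the introns of Fig. 5C and 5D, read by eye, the paper's reported value is about −83 and about −60 kcal/mol, against 12.3 and −11.3. At least 2 reads (18.1 and 1.4), the 1X library (1.6 and −0.4) and older parameters (0.4 and −23.6) differ. A charge of 1, chosen after seeing the data, gave −56.5 for both, which does not differ. Folded freely, without a charge, the introns had −64.2 and −67.4 kcal/mol. The chromosome 4 ‘hotspot’ had −119.1 and −93.3 kcal/mol on its plus and minus strands. None of these free energies differ from the paper's values for its constrained models. The older version of RNAfold that the paper used was not run.

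Of the 218 Table S1 regions 164 met both criteria after scaling by mapped reads. The direction of these regions was fixed by their choice from the same reads and is no check. Outside the TAS genes the paper's leading smRNA length, 21 nt, made up 18.4% and 19 nt made up 23.9%. TAS4 had 0 dsRNA reads in the 1X library of wild-type Col-0 and 1 in rdr6, where the paper counts a read in each, and the 2X library had 1. In the tRNA of Fig. 1C the paper places fewer reads on the anticodon loop than on stems, and the recount of the 1X library had 251 reads per base in that loop, below the 5′ strand of the D stem (329.5), the 3′ strand of the anticodon stem (696) and both strands of the T stem (729 and 554), and above the 3′ strand of the D stem (62.2) and the 5′ strand of the anticodon stem (121). The paper also places fewer reads on the acceptor stem, which had 304 and 515. In the 2X library the loop had 1362 reads per base, below the 3′ strand of the D stem (3132) and the 5′ strand of the anticodon stem (3299), and above the 3′ strand of the anticodon stem (989). Transposable elements, for which the paper gives an antisense excess, have no class in the annotation, and its pseudogenes had a log2 sense ratio of 0.14.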

Other observations

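The test of 20–25 nt reads on bins with more dsRNA in wild-type Col-0 was chosen after the read lengths had been seen and written before its result was seen, and the other patterns here were described only after the result was seen.

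Bins with more dsRNA in rdr6 and bins with more dsRNA in the 1X than in the 2X library lay in gene-poor windows in 56.4% and 50.0% of cases, where 30.5% of the bins with at least 10 dsRNA reads in the 1X and rdr6 libraries together lie, and 16.8% of all bins. In regions of Table S5 24 nt made up 35.4% of the 19–26 nt dsRNA-seq reads in the 1X library of wild-type Col-0 and 3.74% in rdr6. Without reads of 20–25 nt 13.2% of the bins with more dsRNA in wild-type Col-0 kept their call, so a candidate explanation for these bins is a difference in short reads between single libraries. It is not put forward for the bins with more dsRNA in rdr6, of which 93.7% kept their call. Whether RDR6 itself changes these reads stays open, and no biological explanation was tested.

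A bin outside any annotated gene, at chromosome 5:2656001–2657000, had 149 dsRNA reads in wild-type Col-0 and 0 in rdr6, and 3374 and 3 smRNA reads, all with 1 location. Its origin was not tested.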
